# Granulins Regulate Aging Kinetics in the Adult Zebrafish Telencephalon

**DOI:** 10.3390/cells9020350

**Published:** 2020-02-03

**Authors:** Alessandro Zambusi, Özge Pelin Burhan, Rossella Di Giaimo, Bettina Schmid, Jovica Ninkovic

**Keywords:** neurogenesis, microglia, granulin, aging

## Abstract

Granulins (GRN) are secreted factors that promote neuronal survival and regulate inflammation in various pathological conditions. However, their roles in physiological conditions in the brain remain poorly understood. To address this knowledge gap, we analysed the telencephalon in Grn-deficient zebrafish and identified morphological and transcriptional changes in microglial cells, indicative of a pro-inflammatory phenotype in the absence of any insult. Unexpectedly, activated mutant microglia shared part of their transcriptional signature with aged human microglia. Furthermore, transcriptome profiles of the entire telencephali isolated from young Grn-deficient animals showed remarkable similarities with the profiles of the telencephali isolated from aged wildtype animals. Additionally, 50% of differentially regulated genes during aging were regulated in the telencephalon of young Grn-deficient animals compared to their wildtype littermates. Importantly, the telencephalon transcriptome in young Grn-deficent animals changed only mildly with aging, further suggesting premature aging of Grn-deficient brain. Indeed, Grn loss led to decreased neurogenesis and oligodendrogenesis, and to shortening of telomeres at young ages, to an extent comparable to that observed during aging. Altogether, our data demonstrate a role of Grn in regulating aging kinetics in the zebrafish telencephalon, thus providing a valuable tool for the development of new therapeutic approaches to treat age-associated pathologies.

## 1. Introduction

Aging is associated with numerous changes in a wide range of processes, thus progressively leading to impaired organ function and increasing the risk of the onset of numerous pathologies. Accordingly, brain aging is one of the greatest risk factors for multifactorial diseases including Alzheimer’s and Parkinson’s diseases [1]. Typical aging hallmarks such as genomic instability, telomere shortening, metabolic dysregulation, cellular senescence, stem cell exhaustion, and decreased neurogenesis are observed in the brain and affect a broad range of cellular functions [2], thereby leading to impaired tissue homeostasis and regeneration. A primary reason for this impaired tissue homeostasis and regeneration is age-related exhaustion of tissue-specific stem cells, a process observed in various organs [3,4,5], including the mammalian brain [6,7,8,9,10]. Although prominent age-associated changes, including decreased neurogenesis and changes in the lateral ventricle choroid plexus [11,12,13], have been detected in the aging mammalian brain, comparisons of neural stem cell transcriptomes have revealed a remarkably small set of differentially regulated transcripts, which are largely associated with cell cycle regulation, neuronal differentiation, and inflammation [10,14,15,16]. These analyses support the hypothesis that specific changes in a limited number of key regulators influenced by both intrinsic [16] and extrinsic [11,12,17,18] aging-associated pathways lead to the aging of the neural stem cell compartment. Interestingly, a prominent phenomenon associated with aging in the neural stem cell niche is the activation of resident microglial cells, which develop a pro-inflammatory phenotype [19,20,21,22]. This process results in the activation of NF-kB signalling and enrichment in pro-inflammatory cytokines, with increased production of IL-1b, TNF, and interferons- typical activators of pro-inflammatory responses [23]. Indeed, the activation of NF-kB signalling in the hypothalamus decreases the production of gonadotropin-releasing hormone in neurons [24], thus causing various age-associated changes in stem cell compartments of the brain, but also modulates systemic aging, including muscle weakness and skin atrophy [24]. Furthermore, the mRNA decay factor AUF1 regulates both the aging-associated inflammatory response and maintenance of telomere length [25], thereby suggesting not only that the interactions among different cells in the stem cell compartment contributes to tissue aging but also that the same factor might be involved in both cell-intrinsic and -extrinsic pathways involved in the aging process. Therefore, one major challenge is to better understand the relationship among these processes in different cell types and to identify novel pathways and regulators contributing to aging regulation. These pathways would be suitable targets for the development of new therapeutic approaches aiming to limit or block the detrimental phenotypes acquired with aging, thus decreasing the risk of associated pathologies.

Progranulin (GRN) is a secreted factor that is mainly expressed in microglia and neurons, and can be proteolytically processed into granulin peptides [26,27,28]. Both GRN and granulin peptides are biologically active [29,30]. Granulin deficiency shortens lifespan in mice [31] and African turquoise killifish [32], in line with the association of genetic variants in the *GRN* gene with age-associated phenotypes in the human cerebral cortex [33]. Moreover, mutations in the human *GRN* gene are associated with early onset of age-related neurodegenerative diseases, such as frontotemporal lobar degeneration (FTLD) [34,35] and neuronal ceroid lipofuscinosis (NCL) [36,37]. Additionally, GRN regulates aging-related processes such as inflammation [38,39,40,41,42,43] and neuronal survival [44,45,46], thus supporting a possible role of GRN in the regulation of brain aging. 

Although GRN is associated with aging in the human cerebral cortex, the specific molecular mechanisms and cellular basis leading to the accelerated aging phenotypes remain poorly understood, possibly because of the opposing roles of GRN and granulin peptides, generated by GRN proteolysis in mammals [29,30]. Whereas GRN, for example, has an anti-inflammatory function, some granulin peptides enhance the inflammatory response [29,30]. In contrast to mammals, zebrafish have two orthologs of *Grn*, *granulin a* (*grna*) and *granulin b* (*grnb*), in addition to two paralogs, *granulin 1* (*grn1*) and *granulin 2* (*grn2*), which encode shorter proteins similar to the products of mammalian GRN proteolytic cleavage [47]. Therefore, the zebrafish model of aging [48,49,50], combined with a recently generated double mutant for Grna and Grnb, offers the possibility of determining the specific functions of GRN and granulin peptides in brain aging [51].

## 2. Materials and Methods

### 2.1. Animal Experiments

Adult (3–5-month-old) and aged (15–24-month-old) *grna^+/+^;grnb^+/+^* and *grna^−/−^;grnb^−/−^* zebrafish siblings [51], and zebrafish from the AB/EK strain and from the transgenic lines *Tg* (*olig2:DsRed*) [52], *Tg* (*mpeg1:mCherry*) [53], *Tg* (*olig2:DsRed;grna^−/−^;grnb^−/−^*) and *Tg* (*mpeg1:mCherry;grna^−/−^;grnb^−/−^*) were used in all experiments. The fish were reared under standard husbandry conditions [54], and experiments were performed according to the handling guidelines and regulation of EU and the Government of Upper Bavaria (AZ 55.2-1-54-2532-09-16).

### 2.2. DNA Extraction and Genotyping

Genotyping of *grna* and *grnb* was performed by cutting a small part of the zebrafish tail fin. REDExtract-N-Amp Tissue Kit (Sigma-Aldrich^®^, Merck, Darmstadt, Germany) was used to rapidly extract the genomic DNA from animal tissues according to the manufacturer´s instructions. Isolated genomic DNA was amplified by PCR with the following primers: *grna* forward (TTCAGTCATTGTTTCAGAGGTCA), *grna* reverse (TTCCTCTGATCCACTTTCTACCA), *grnb* forward (AATGACACAAGACGTCCTCATAAA) and *grnb* reverse (AAAAATAATAACCACAGCGCAACT). Sanger sequencing was then performed to obtain and compare the nucleotide sequences of different samples and identify the selected mutations for *grna* and *grnb*. The *grna* selected mutation was identified by a deletion of 11 nucleotides, which caused a frameshift of the open reading frame and resulted in a premature STOP codon. The *grnb* selected mutation was identified by a deletion of 13 nucleotides and insertion of 9 nucleotides, which caused a frameshift of the open reading frame and resulted in a premature STOP codon.

### 2.3. Tissue Preparation and Immunohistochemistry

Animals were sacrificed through overdose of tricaine methane sulfonate (MS222, 0.2%) via prolonged immersion. Tissue processing was performed as previously described [55]. For cell immunolabelling, we used rat anti-BrdU (1:200, ab6326, Abcam, Berlin, Germany), mouse anti-fish leukocytes 4C4 antigen (1:500, 92092321, 7.4.C4, Health Protection Agency Culture Collections, Salisbury, England), rabbit anti-HuC/HuD (1:500, 210554, Abcam, Berlin, Germany) and rabbit anti-Sox10 (1:2000, GTX128374, Biozol, Eching, Germany). The primary antibodies were detected with specific secondary antibodies labelled with Alexa 488, Alexa 546, and Alexa 633 (1:1000, Invitrogen, Thermo Fisher, Dreieich, Germany). Sections were embedded in Aqua Polymount (Polyscience, Hirschberg an der Bergstraße, Germany). 

Immunodetection of BrdU required a pretreatment with 4 N HCl followed by washes with borate buffer and PBS before the sections were immersed in the anti-BrdU antibody. All antibodies were dissolved in 0.5% Triton X-100 and 10% normal goat serum.

### 2.4. Bromodeoxyuridine (BrdU) Labelling Experiments

To analyse the proliferative capacity of glial cells, we performed long-term bromodeoxyuridine (BrdU) (Sigma Aldrich) incorporation. Fish were kept in BrdU-containing aerated water (10 mM) for 16 h/day during 5 consecutive days for long-term analysis. This time frame was determined to label a substantial proportion of activated neural stem cells that would generate neurons, based on the basis of the observations that adult neural stem cells (aNSCs) are largely quiescent in the intact adult zebrafish telencephalon [56]. During the 8 h outside BrdU-containing water, fish were kept in fresh water and fed. Animals were sacrificed 14 days after BrdU treatment (5 days BrdU water + 14 day chase), because this time point was previously described to have the greatest number of newly generated neurons incorporating BrdU in the adult zebrafish telencephalon [57].

### 2.5. Image Acquisition and Processing

All images were acquired with an Olympus FV1000 cLSM system (Olympus, Tokyo, Japan), using the FW10-ASW 4.0 software (Olympus, Tokyo, Japan). Quantifications and co-localisation analysis were performed in Imaris software version 8.4 (Bitplane, Zurich, Switzerland) and ImageJ software (National Institutes of Health, Bethesda, MD, USA). 

### 2.6. Quantitative Analysis and Statistical Tests

For all analyses, the group size was previously determined to have a statistical power ≥0.95, identifying a group size of at least four independent telencephali. The number of telencephali analysed is specified in the figure legends and in the graphs, where each data point represents a distinct biological replicate. 

All the sections belonging to the telencephalon were quantified (sections containing the olfactory bulb or optic tectum were excluded). All quantifications are displayed as cell density, defined as the total number of cells occupying a specific area (ventricular or parenchymal zone). The volumes (mm^3^) of either ventricular (Figure 6c) or parenchymal (Figure 7b) zones were calculated in Imaris software version 8.4 (Bitplane, Zurich, Switzerland). For normalisation, the total numbers of cells occupying a specific zone were divided by the calculated volumes of the corresponding zones.

Data are presented as the mean with SEM, and each data point represents a distinct biological replicate. Statistical analysis was performed with one-way ANOVA test for the oligodendrogenesis experiment (Figure 7) and two-way ANOVA test for the microglial morphology experiment (Figure 2), the constitutive neurogenesis experiment (Figure 6) and the comparison of relative telomere length (Figure 9b). GraphPad Prism Version 8.2.0 was used for the statistical tests. Statistical analysis for data associated with Figure 4a, Figure 9a, and Figure S3b,c was automatically performed with the DESeq2 pipeline (release 3.9) for differential expression analysis. 

### 2.7. Morphological Analysis of Microglial Cells

To assess and compare the morphology of microglial cells between different groups in Figure 2, we quantified the average process length (μm), number of main processes and area of microglial somata (μm^2^) in ImageJ (Fiji) software. A total of 80 cells from four different telencephali per group were analysed.

### 2.8. Fluorescence-Activated Cell Sorting (FACS) Isolation Method

Animals from the *Tg* (*olig2:DsRed*), *Tg* (*mpeg1:mCherry*), *Tg* (*olig2:DsRed; grna^−/−^;grnb^−/−^*), and *Tg* (*mpeg1:mCherry; grna^−/−^;grnb^−/−^*) transgenic lines were sacrificed through MS222 overdoses, the telencephalon was dissected from each single animal, and three telencephali were pooled for each replicate. A single-cell suspension was prepared as previously described [58], and cells were analysed with a BD FACSAria III instrument in BD FACS Flow TM medium. Debris and aggregated cells were gated by forward scatter-sideward scatter; single cells were gated in by FSC-W/FSC-A. Gating for fluorophores was performed using AB/EK animals as a baseline (Figure S1). Cells were directly sorted into extraction buffer from PicoPure RNA isolation kit (Thermo Fisher, Dreieich, Germany).

### 2.9. Libraries for Deep Sequencing of Whole Telencephali and FACS Sorted Cells 

Total RNA from the entire telencephalon was isolated with Qiagen RNeasy kit, whereas total RNA from sorted cells was isolated with PicoPure RNA isolation kit from Thermo Scientific, according to manufacturer’s instructions. 

The quality and concentration of RNA were assessed on an Agilent 2100 Bioanalyzer. Only RNA with a RIN value ≥ 8 were used for library preparation. cDNA was synthesised from 10 ng of total RNA (whole telencephalon) or 500–1000 pg of total RNA (fluorescence activated cell sorting (FACS) isolated cells) with a SMART-Seq v4 Ultra Low Input RNA kit for Sequencing (Takara, Mountain View, CA, USA), according to the manufacturer’s instructions. cDNA quality and concentration were assessed on an Agilent 2100 Bioanalyzer before library preparation with MicroPlex Library Preparation kit v2 (Diagenode, Liège, Belgium). All libraries (five replicates per condition in the case of samples from the whole telencephalon and three or four replicates per condition in the case of samples from FACS isolated cells) were processed together to minimise batch effects. Final libraries were evaluated and quantified with an Agilent 2100 Bioanalyzer, and the concentration was measured additionally with a Qubit 4 instrument and the Qubit dsDNA HS assay (Thermo Fisher, Dreieich, Germany) before sequencing. The uniquely barcoded libraries were multiplexed onto one lane, and 100-bp paired-end deep sequencing was carried out on a HiSeq 4000 instrument (Illumina, San Diego, CA, USA), generating approximately 20 million reads per sample. FASTQ files are available at GEO database with accession number GSE144543. FASTQ files were mapped with the STAR pipeline to the annotated zebrafish genome (GRCz10) [59]. DESeq2 (release 3.9) for R environment was used for differential expression analysis based on raw counts [60]. The rlog transformation method was applied for visualisation (heat maps). The cutoff for the differentially regulated genes was based on the fold change expression (twofold or greater) and the adjusted *p* value equivalent to the 5% false discovery rate (*padj* ≤ 0.05), according to the DESeq2 pipeline [60]. Gene ontology (GO) enrichment analysis was performed with DAVID bioinformatics resources 6.8 (*p* ≤ 0.05, fold enrichment ≥ 1.5) [61,62], and the relevant enriched pathways were manually selected. 

### 2.10. Quantification of Relative Telomere Length

For qPCR telomere length measurements, genomic DNA was obtained from whole zebrafish brain extracted from young (3–5-month-old) and aged (15–24-month-old) adult *grna^+/+^;grnb^+/+^* and *grna^−/−^;grnb^−/−^* zebrafish siblings with QIAamp DNA Mini Kit (Qiagen, Hilden, Germany). Telomere primer sequences were obtained from a previous publication [63]: *dio2* forward: GGGGACGGCAGAAGAAATGA, *dio2* reverse: AGGTCCACACTAAGCAAGCC, *telo* forward: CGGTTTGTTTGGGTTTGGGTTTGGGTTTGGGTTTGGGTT and *telo* reverse: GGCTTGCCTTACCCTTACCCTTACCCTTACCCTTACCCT. A single-copy gene, iodothyronine type II (*dio2*), was used as a reference gene for the quantification. The ratio of amplified telomere signal to single-copy gene signal was calculated as previously described to obtain the relative telomere length [64].

## 3. Results

### 3.1. Grna and Grnb Deficiency Leads to a Pro-Inflammatory Transcriptional Signature in Microglial Cells in the Adult Zebrafish Telencephalon

Granulin is a key factor mainly expressed in microglia and neurons that is involved in the regulation of several processes including inflammation in the mouse cerebral cortex [38,39]. For this reason, we decided to study the role of the zebrafish structural orthologs of mouse GRN, Grna and Grnb, in the context of the immune system in the adult zebrafish telencephalon. To this end, we used FACS to isolate the resident brain immune cells, microglia, from the intact telencephali of *Tg* (*mpeg1:mCherry*) (further referred to as wildtype) and *Tg* (*mpeg1:mCherry;grna^−/−^,grnb^−/−^)* (further referred to as mutant) animals, on the basis of the mCherry expression in Mpeg1-positive microglia (Figure 1a–d; Figure S1a). 

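Mpeg1+ cells sorted from young telencephali gave 7 RNA-seq libraries, 3 labelled wildtype and 4 labelled mutant, each from 3 pooled telencephali. The mutant alleles shift the reading frame of grna and grnb, so transcripts of both genes can still be made and counted. The authors mapped the reads with STAR to GRCz10 and divided gene counts by DESeq2 size factors. The deposited values are these normalised counts for 23158 genes. The paper multiplexed all libraries on one lane and states a depth of about 20 M reads per sample. The reads assigned to genes, recovered from the deposited values, came to 6.11, 29.1 and 27.2 M in the libraries labelled wildtype. Those labelled mutant held 25.7 to 31.6 M, with a median of 28.2 M. Genes with a mean of at least 5 normalised counts, 21155 in all, were compared between the labelled groups on a log2(normalised count + 1) scale. A gene was called differentially expressed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The added 1 makes the fold change of genes with few counts an understatement.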

Importantly, the identity of mCherry^+^ cells was validated by co-staining with previously reported microglial markers, such as 4C4 (Figure 1b–c′). 

To determine the purity of isolated cells, we analysed the expression of typical microglial, neuronal, and oligodendroglial genes [65] in the sorted mCherry^+^ population (Figure S2a). 

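Microglial genes reached very high levels in the Mpeg1+ libraries labelled wildtype. The lipid carrier apoeb stood at 234910 ± 98207 normalised counts (SD, n = 3) and the MHC class II chaperone cd74a at 234390 ± 38359. The receptor csf1ra, needed for microglial survival, stood at 9367 ± 5256. Genes of other cell types were also abundant in the same libraries. The ependymin gene epd, made by leptomeningeal fibroblasts, reached 404990 ± 114590, and the glial glutamine synthetase glula reached 124810 ± 43336. The myelin gene mbpa stood at 2206 ± 1359, and the oligodendroglial olig2 at 549.5. In the libraries labelled mutant, cd74a stood at 331550 and apoeb at 264710 ± 14131, with log2 fold changes of 0.51 and 0.26, neither called. Of 30 microglial genes measured, 1 was higher, 1 was lower and the others were not called (adjusted over the list alone, 3 and 1).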

Significant enrichment in microglial genes was detected in Mpeg1^+^ isolated cells, thus confirming the purity of our enrichment (Figure S2a). 

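Of the targeted genes, grnb went against the genotype labels in the Mpeg1+ cells and grna was not called. The transcript of grnb (ENSDARG00000025081) was at 51.3 to 268 normalised counts in the 3 libraries labelled wildtype and at 499 to 635 in the 4 labelled mutant. Its group means were 193 ± 123 and 575 ± 56.2 (SD), a log2 fold change of 1.90 (SE 0.57) that was not called (adjusted p = 0.0787). Without library 2 labelled wildtype the difference was called, with a log2 fold change of 1.12 and an adjusted p of 0.00618. The groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest possible with 3 and 4 libraries). This p counts the 4 libraries labelled mutant as independent, although 1 and 2, and 3 and 4, were nearly alike. The progranulin gene grna (ENSDARG00000004954), enriched in microglia, was at 45058 ± 17078 in libraries labelled wildtype and 33890 ± 1172 in those labelled mutant (log2 fold change -0.34, adjusted p = 0.409). The short granulin grn1 (ENSDARG00000089362) was lower in libraries labelled mutant, at 669 ± 63.5 against 1811 ± 399.7 (log2 fold change -1.42, adjusted p = 0.00741). Of 6 genes that separated mutants from wildtype all-or-none in both Olig2+ cells and young telencephalon, 1 went with the labels by over 2-fold in Mpeg1+ cells and 2 against them, and the others differed less. The one with the labels, apip, was at 319 to 522 in libraries labelled wildtype and at 0 in all labelled mutant. One against, dnaaf3l, was at 38.7 to 206 and 29.0 to 41.6. Both genes also took the mutant level in old wildtype telencephalon. Log2 means in young wildtype, old wildtype and young mutants were 8.72, 2.56 and 2.12 for apip and 4.61, 8.41 and 8.66 for dnaaf3l. So did klhl41b, LOC101886687 and zgc:103700. These genes therefore do not follow genotype alone and cannot settle the labels. Transcript level alone does not report the protein of a frame-shifted allele, and the labels were kept as given.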

Importantly, *grna* was strongly enriched in Mpeg1^+^ cells, in line with high *Grn* expression in mammalian microglia [27], whereas *grnb* was expressed at lower levels (Figure S2c). 

The comparison of the transcriptomes of wildtype and mutant Mpeg1^+^ cells and differential expression analysis (DEseq2) revealed 1567 significantly upregulated and 2018 significantly downregulated genes in mutant Mpeg1^+^ cells (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1) (Figure 1e; Table S1). 

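In Mpeg1+ cells, 1042 genes were higher and 756 were lower in the libraries labelled mutant, 8.50% of the genes compared. The excess of higher genes depended on scaling: 781 were higher and 1130 lower with libraries scaled to equal totals, and 1525 and 1990 under DESeq2. Among the largest increases were the immune-type receptor nitr10a (679 ± 144 against 0.235; log2 fold change 9.13), the protease adamts7 (7.76) and the granulocyte growth factor csf3b (1176 ± 123 against 26.9 ± 38). Among the largest decreases were the anion transporter slc13a4 (2.26 against 1750 ± 236; log2 fold change -9.37), the visual-cycle isomerase rpe65a (-9.38) and the iodide transporter slc5a5 (-8.74). The heat shock gene hsp70l was the most abundant transcript of all 4 libraries labelled mutant, at 1672900 ± 93364 against 78825 ± 74157. The difference exceeded 4-fold for 654 higher and 500 lower genes. Leaving out library 2 labelled wildtype raised the counts to 2080 and 1918, and leaving out mutant 3 lowered them to 383 and 283. Libraries 1 and 2 labelled mutant, and 3 and 4, resembled one another more than other pairs did; with each pair averaged, 9 genes were higher and 9 lower.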

GO analysis (based on DAVID 6.8) revealed an enrichment in genes associated with inflammation, apoptosis, cell proliferation and extracellular matrix composition (Figure 1f,g; Table S1). 

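Genes of apoptosis that were called in Mpeg1+ cells labelled mutant were higher, and most of the called genes of extracellular matrix were lower. Of 40 apoptosis genes measured, 8 were higher and 0 lower (10 and 0 adjusted over the list alone), with a median log2 fold change of 0.41. The death-promoting bmf2 rose (log2 fold change 1.78), as did the survival genes bcl2l10 (8532 against 3064; 1.52) and bcl2l1 (1.47). Of 52 collagen and matrix genes, 2 were higher and 8 lower (3 and 10 over the list alone), with a median of -1.14. Lower genes included the basement membrane gene col18a1a (-7.16) and the hyaluronan link gene hapln1b (-5.98). Of 39 cell cycle genes only ccne1, which drives entry into S phase, was called, and it was lower (-1.39). The rotation test gave an adjusted p of 0.0025 for apoptosis and 0.117 for matrix. It counts all libraries labelled mutant as independent. With the alike ones averaged, 9 of 42 list results in Mpeg1+ cells lost their call. With an estimated correlation the competitive test gave an adjusted p of 0.893 for both. Leptomeningeal fibroblast genes, 10 of 19 lower with a median of -3.86, moved with the matrix genes.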

Notably, many upregulated genes in mutant Mpeg1^+^ cells were associated with the tumor necrosis factor receptor, the MAPK and the JAK/STAT signalling pathways, which are involved in the induction of pro-inflammatory cytokine expression [66,67] (Figure 1f and Figure S3a). Furthermore, we identified numerous downregulated genes belonging to the PPAR signalling pathway, which has a role in counteracting the expression of pro-inflammatory cytokines [68] (Figure 1g and Figure S3a). These results indicate a switch toward a pro-inflammatory state of microglial cells in the adult telencephalon in Grna; Grnb-deficient animals. To confirm this hypothesis, we analysed the expression levels of several cytokines associated with pro-inflammatory and anti-inflammatory microglial phenotypes and detected higher mRNA levels of pro-inflammatory cytokines including *il6*, *tnfa*, *il12bb*, and *Cxcl8a* (*il8*) in mutant Mpeg1^+^ cells (Figure S3b; Table S1). In contrast, the mRNA levels of anti-inflammatory cytokines including *tgfb3*, *igf1*, and *il10* were significantly lower in mutant Mpeg1^+^ cells than wildtype Mpeg1^+^ cells (Figure S3c; Table S1), thus demonstrating their activated state. 

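Members of all 3 pathways were higher in the libraries labelled mutant, and some of TNF and JAK/STAT signalling were lower. Of 25 TNF signalling genes, 5 were higher and 1 lower (9 and 2 adjusted over the list alone; median log2 fold change 0.72), including the adaptors traf3 (1.58) and traf2b (1.42) and, lower, traf2a (-1.46). Of 41 MAPK genes, 2 were higher, the GTPase kras (1232 against 515; 1.27) and the stress kinase map3k5 (1460 against 688; 1.08), and none was lower (median 0.18). Of 40 JAK/STAT genes, 4 were higher and 2 lower (6 and 3 over the list alone; median 0.46). The interleukin 6 receptor chain il6st rose from 908 ± 301 to 4112 ± 229 (2.22) and the kinase jak1 from 4902 to 14530 (1.60). The feedback inhibitor socs1a fell from 719 to 87.2 (-3.10), and stat2 also fell (-1.34). In the rotation test the adjusted p was 0.117 for TNF, 0.424 for MAPK and 0.0283 for JAK/STAT, and with an estimated correlation 0.893 for all 3. These p-values too count the alike libraries labelled mutant as independent. JAK/STAT no longer passed without any one library labelled mutant (0.0803 to 0.128), and TNF passed without library 2 labelled wildtype (0.00576). Stress-induced genes rose beside them: 13 of 35 immediate early and heat shock genes were higher, among them hspb1 (7915 against 417) and fosl2 (23532 against 3056).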

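Genes of PPAR signalling, which governs fatty acid uptake and storage, were lower more often than higher. Of 51 measured, 6 were lower and 2 higher in libraries labelled mutant (7 and 3 adjusted over the list alone), and 43 were not called. The phospholipid transfer protein pltp fell from 759.8 to 92.4 (log2 fold change -3.19), the lipoprotein lipase lpla from 859 to 135 (-2.76) and the fatty acid binding protein fabp7a from 32983 ± 22867 to 7489 (-1.93). The lipid droplet coat gene plin2, a PPAR target, rose instead (1.17). The median over all 51 genes was -0.09, and the rotation test gave an adjusted p of 0.627. Ependymoglial genes, fabp7a among them, were lower for 9 of 19.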

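Of the 4 named cytokines, 3 were higher in Mpeg1+ libraries labelled mutant. The neutrophil attractant cxcl8a rose from 168 ± 154 to 6359 ± 556 (log2 fold change 6.15, adjusted p = 0.00872) and tnfa from 52.7 ± 31.5 to 434 ± 32.2 (3.27, 0.0112). The interleukin 12 subunit il12bb rose from 60.5 ± 74.2 to 472 ± 38.7 (3.68, 0.0216). Interleukin 6, il6, averaged 404 ± 24.1 against 56.9 ± 65 but was not called (4.24, adjusted p = 0.0791). For each of the 4 genes the groups did not overlap (two-sided exact permutation test, p = 0.0286, which counts the 4 libraries labelled mutant as independent). Libraries 1 and 2 of these, and 3 and 4, were nearly alike. With each pair averaged, 25 of 38 results on single genes lost their call. The 13 counted as unchanged include genes called in neither fit, so most of the calls were lost. Across 13 pro-inflammatory genes, 4 were higher and 0 lower (6 and 0 adjusted over the list alone), with a median of 1.74; il1b, at 7691 ± 853 against 3010 ± 2037, was not called (adjusted p = 0.107). The paper infers a pro-inflammatory switch of granulin-deficient microglia from the pathway genes, and takes cytokine levels and cell shape as further evidence. The list of pro-inflammatory genes had an adjusted p of 0.0704 in the rotation test. The call of il12bb was lost without any one library labelled mutant or without library 3 labelled wildtype (0.0619 to 0.0749). That of il6 was gained without library 2 or 3 labelled wildtype (0.00982 and 0.0390).

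**Figure D1:**
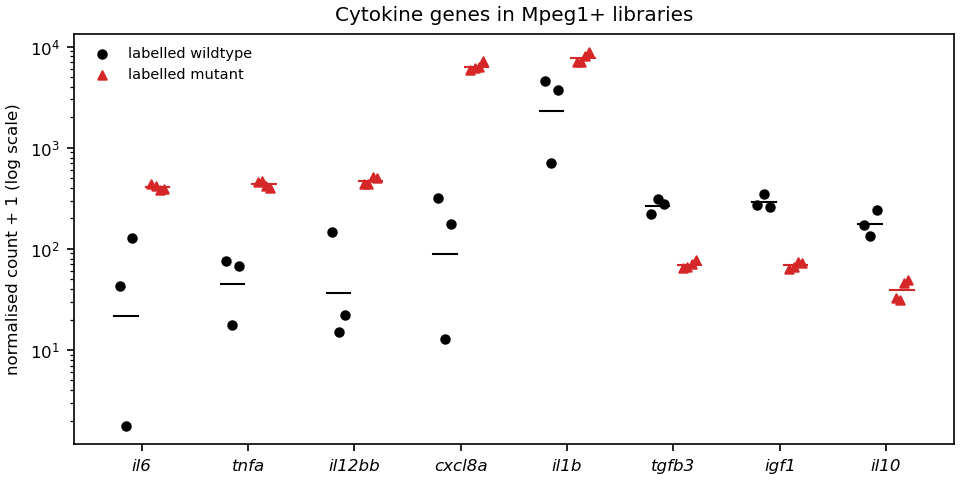
Normalised counts + 1 on a log axis for 8 cytokine genes in Mpeg1+ libraries labelled wildtype (black circles, n = 3) and mutant (red triangles, n = 4); points are libraries and bars are means on the log scale. The il12bb means are 60.5 and 472.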

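The growth factor igf1 fell from 294 ± 49.4 to 67.8 ± 5.06 in libraries labelled mutant (log2 fold change -2.09, adjusted p = 0.013). The transforming growth factor tgfb3 fell from 269.8 ± 46 to 68.9 ± 6.18 (-1.94, 0.0184), and the cytokine il10, which restrains macrophages, from 182 ± 54.3 to 39 ± 9.14 (-2.19, 0.0323). The type 2 cytokine il13 moved the other way, from 9.42 to 237 (5.95, 0.0186). Of 11 anti-inflammatory genes, 3 were lower and 1 higher (3 and 2 adjusted over the list alone), and 7 were not called. The list's median was 0.68 and its mean 0.74, while the rotation test pointed downwards (adjusted p = 0.209). Without library 2 labelled wildtype the median became -0.55. Calls of these genes rested on all libraries labelled mutant: without mutant 1 the adjusted p was 0.0542 for igf1 and 0.0690 for tgfb3, and for il10 it was 0.0835 to 0.106 without any one of them. The genes igf1, tgfb3 and il10 were also among the 38 single-gene results of which 25 lost their call with alike libraries averaged.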

The numerous transcriptional changes observed in mutant Mpeg1^+^ cells contrast with the results obtained from GRN-deficient microglia in the mouse brain [38]. In contrast to our observations, GRN-deficient microglia in the mouse brain display different transcriptional profiles only during advanced aging [38], thereby suggesting that granulins might regulate microglia activation with different kinetics in the mouse and zebrafish brains. We compared the differentially expressed genes (DEGs) in our dataset with age-dependent upregulated genes in the cerebral cortex in GRN-deficient mice enriched in two major categories (immune response and lysosomal pathway) that showed exclusive association with the microglial population in mice (Table S1) [38]. Interestingly, some of the genes that displayed age-dependent upregulation in the cerebral cortex in GRN-deficient mice were also upregulated in young mutant Mpeg1^+^ cells (Table S1), thus indeed suggesting that granulin age-dependent role in suppressing aberrant microglial activation might be fundamental already during young adulthood in the adult zebrafish brain.

Because the transcriptome analysis suggested Grna; Grnb-dependent changes in the activation state of microglial cells, we further examined their morphology as an activation hallmark. We labelled microglial cells in the intact adult zebrafish telencephalon through immunohistochemistry against 4C4 [69] and compared 4C4^+^ cells in the telencephalon in young wildtype (3–5-month-old) and mutant (3-5-month-old) animals (Figure 2a–b″,e–g). Wildtype 4C4^+^ cells displayed a typical elongated morphology, characteristic of resident non-activated microglia (Figure 2a–a″,e–g). In contrast, most mutant 4C4^+^ cells displayed larger somata, and hyper-ramified and shorter processes-morphological characteristics typical of the activated state (Figure 2b–b″,e–g). 

Together, our transcriptome and morphological analyses demonstrate the roles of Grna and Grnb in tuning the activation state of microglial cells in the zebrafish telencephalon. Grna and Grnb deficiency promotes the switch toward a pro-inflammatory and possibly detrimental microglial phenotype.

### 3.2. Loss of Grna; Grnb Function Induces Premature Microglial Aging

The pro-inflammatory phenotype of microglial cells, including both morphological and characteristic transcriptomic changes, has been associated with aging [70,71]. Indeed, most 4C4^+^ cells in old (15–24-month-old) wildtype animals displayed larger somata and shorter processes (Figure 2c–c″,e–g), in agreement with findings from previous reports [70,71]. For these reasons, we speculated that Grna; Grnb deficiency might cause a premature aging phenotype in microglial cells in the telencephalon in young animals. Therefore, we analysed and compared the morphology of 4C4^+^ cells in young (3–5-month-old) mutant and old (15–24-month-old) wildtype animals (Figure 2b–c″,e–g). Notably, we observed similar 4C4^+^ cell morphology in the telencephali of young mutant and old wildtype animals (Figure 2b–c″,e–g). Unexpectedly, we detected no additional morphological changes in 4C4^+^ cells of old (15–24-month-old) mutant animals (Figure 2d–d″,e–g). Together, our results indicate a premature aging phenotype in Grna; Grnb-deficient microglia.

To substantiate this hypothesis, we compared the DEGs in young Grna; Grnb-deficient Mpeg1^+^ cells with the dataset of DEGs of aged (~95-years-old) human microglial cells [70] (Figure 3). Interestingly, 271 DEGs identified in young Grna; Grnb-deficient Mpeg1^+^ cells showed the same regulation pattern seen in aging human microglia (~10% of all human DEGs with existing zebrafish orthologs) (Figure 3a). 

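A few cholesterol synthesis genes were lower in Mpeg1+ cells labelled mutant. Of 21 measured, 3 were lower and 0 higher (8 and 0 adjusted over the list alone), and the median log2 fold change was -1.65. The rate-limiting reductase hmgcra fell from 1812 ± 2379 to 83.9 (-3.71, adjusted p = 0.0423), the isomerase idi1 from 1270 to 180.3 (-2.53) and acat2 from 1693 to 302 (-2.23). The list did not pass the rotation test (adjusted p = 0.175; 0.0221 without library 2 labelled wildtype). Among cell cycle regulators, the stress-induced cyclin ccng1 rose from 15498 to 58837 (2.02) and ccnd1 fell (-1.05). Of 65 lysosomal genes, 4 were higher and 2 lower (6 and 2 over the list alone), among them ctsz (1.72), asah1a (1.44) and sort1a (-3.52).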

Notably, GO analysis of overlapping genes revealed an enrichment in genes associated with cholesterol biosynthesis, aging, cell cycle, multiple sclerosis, and Alzheimer’s disease (Figure 3b and Figure S4).

In summary, our results support roles of Grna and Grnb in regulating the aging kinetics of microglial cells. Furthermore, these results are in agreement with the described role of GRN in suppressing excessive microglial activation [38] and with previous studies identifying the GRN gene locus as a determinant of accelerated aging in the human cerebral cortex and short lifespan in the African turquoise killifish [32,33].

### 3.3. Transcriptome Analysis Reveals Premature Aging of Grna; Grnb-Deficient Brains

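Whole telencephali gave 20 libraries, 5 each from young wildtype, old wildtype, young mutant and old mutant animals. All were compared in a single model of the 4 groups over 19877 genes, of 24030 in the table. The reads assigned to genes were 15.5 to 29.4 M in young wildtype (median 18.6), 17.6 to 25.8 in old wildtype (20.8), 13.9 to 23.6 in young mutant (19.4) and 19.7 to 25.3 in old mutant (23.5). Mapping and scaling by the authors were those of the sorted cells, and the same thresholds were applied. Genes of the pineal gland, which lies on the telencephalon, were high in 7 libraries: young wildtype 1, 4 and 5, old wildtype 1, young mutant 2 and 4, and old mutant 4. The median of 17 pineal genes was 587 to 1137 there and 2.64 to 21.7 in the other libraries.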

To assess whether Grna and Grnb deficiency might cause a premature aging phenotype exclusively in microglial cells, or affected other cell types and processes in the zebrafish telencephalon, we compared the total mRNA from whole telencephali of young wildtype (3–5-month-old), old wildtype (15–24-month-old), young mutant (3–5-month-old), and old mutant (15–24-month-old) animals (Figure 4; Figure 5).

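The mutation itself left grnb transcripts at 16.7 ± 3.37 normalised counts in young mutant telencephali and 15.8 ± 6.67 in old ones (SD, n = 5 each), against 716 ± 189 in young wildtype (log2 fold change of young mutants -5.31, adjusted p = 2.37e-10). The level of grna was not called different in young mutants, at 447 ± 109 against 641 ± 183 (-0.51, adjusted p = 0.23). In old mutants grna averaged 334 ± 116 and did not change against young mutants (-0.45, adjusted p = 0.389).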

First, we analysed Grna and Grnb mRNA levels in young and old wildtype animals. In contrast to the unchanged Grna mRNA levels, the Grnb mRNA levels were significantly lower in old wildtype animals (Figure 4a). 

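Old wildtype telencephali had less grnb than young wildtype ones, whereas grna was not called. In old wildtype telencephali grnb stood at 89.5 ± 23.6 (SD, n = 5), a log2 fold change of -2.98 (SE 0.31, adjusted p = 1.07e-06). For grna, 1045 ± 623 in old wildtype gave a log2 fold change of 0.61 (SE 0.30, adjusted p = 0.129; two-sided exact permutation test, p = 0.119). Old wildtype library 5 alone reached 2153 for grna. The short granulins had few counts: grn1 went from 91.7 ± 102 to 17.9 ± 19.5 (-2.10, adjusted p = 0.0721) and grn2 from 6.36 to 8.88. The call for grn1 was gained without old wildtype 5 (0.0351) or young wildtype 3 (0.0229). Within old animals, grna was lower in mutants than in wildtype (-1.56, adjusted p = 0.00287), as was grnb (-2.53).

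**Figure D2:**
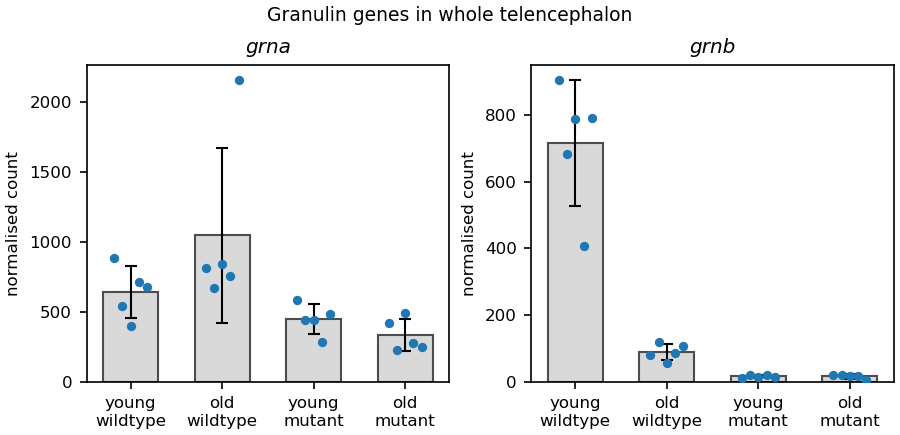
Normalised counts of grna and grnb in whole telencephalon of the 4 groups (n = 5 each); bars are means, error bars SD and points libraries. Old wildtype grnb lies at 89.5 ± 23.6.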

For this reason, we speculate that Grnb deficiency at the stage of young adulthood (3–5-month-old) might mimic the physiological decrease observed in old animals, thus accelerating aging kinetics in the brain.

The differential expression analysis between young and old wildtype telencephali revealed numerous transcriptional changes associated with aging in old wildtype animals, in which we identified 1207 significantly upregulated and 1357 significantly downregulated genes (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1) (Figure 4b; Table S2). Similarly, when we compared the transcriptomes of young mutant and young wildtype animals, we identified 1142 significantly upregulated and 941 significantly downregulated genes (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1) (Figure 4c; Table S2). Additionally, in a direct comparison of the transcriptomes of old wildtype and young mutant animals, we detected fewer DEGs (Figure 4d; Table S2). 

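In old wildtype telencephali 1035 genes were higher and 1125 were lower than in young wildtype, 10.9% of the genes compared. Higher genes included immune ones: the receptor gene nlrc11 went from 2.21 to 1115 ± 167 (log2 fold change 8.65, adjusted p = 1.96e-11) and the MHC class I gene mhc1zba from 405 ± 749.6 to 4415 (5.06). Old mutants had nlrc11 at only 0 to 2.92, so it did not rise with age in mutants. Young wildtype 3 had mhc1zba at 1746, where the other young wildtype libraries had 53.1 to 102. Young mutants already had mhc1zba at 3516 to 4241. The parents of each library were not given in the sources used here, so family cannot be told from age at such genes. The muscle-associated klhl41b (963 ± 80.6 to 4.76; -7.43), the ribonucleotide reductase rrm2l (-6.73) and the MHC class I gene mhc1uba (4667 to 42.9; -6.73) were among the lower ones. Of 28 interferon response genes, 9 were higher and 1 lower, including ifi27.2 (3.94), mxe (3.61) and stat2 (66.3 to 386 ± 328; 2.25). Of 38 cell cycle genes, 3 were lower and 0 higher, with ccne1 (-2.26) and the mitotic kinase aurkb (111 to 52.6; -1.05) among them. Microglial genes hardly moved as a group, with 2 higher and 1 lower of 28 and a median of 0.01.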

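Young mutant telencephali had 987 higher and 760 lower genes than young wildtype, 8.79% of the genes compared. The phosphatase ctdnep1b rose from 7.28 to 396 ± 26.9 (log2 fold change 5.61, adjusted p = 0.000267), the sialyltransferase st3gal1 by 5.41 and the growth factor gdf2 by 5.13. Not all mutants shared the gdf2 level: old mutants 1 and 2 had 0.82 and 3.17, and old mutants 3, 4 and 5 had 41.3, 27.6 and 57.5. Lower genes included klhl41b (4.22 against 963; -7.67), the interferon-inducible GTPase gene irge4 (-6.34) and, besides the targeted grnb, the methionine salvage enzyme apip (-6.60). Chemokines were higher for 4 of 15 and lower for 0, among them ccl19a.1 (30.5 to 156; 2.22) and ccl36.1 (2.43). Complement genes were higher for 4 of 20, among them c3b.1 (94.7 to 310.3; 1.68) and c7a (1.28). Circadian clock genes moved in both directions, with 9 of 40 higher and 2 lower, including cipca (1.94), nr1d4a (1.24) and clocka (-1.56). With an estimated correlation the adjusted p was 0.993 for each of these lists, and 0.00886 for the clock genes in the rotation test.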

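Old wildtype and young mutant telencephali differed in 640 higher and 918 lower genes, named by their direction in old wildtype. Under quantile normalisation these were 797 and 780, so the excess of lower genes depended on scaling. Among cholesterol synthesis genes, 11 of 21 were higher in old wildtype and 0 lower (13 and 0 adjusted over the list alone, with a median log2 fold change of 1.08). The synthase hmgcs1 stood at 5223 ± 2124 in old wildtype and 1713 ± 1285 in young mutants (1.69), and dhcr7, the last step of the pathway, at 929 and 146 (2.71). Cell cycle genes were lower for 8 of 38 and higher for 0, including e2f8 (-1.22), and matrix genes for 10 of 53, with 1 higher. The granulins themselves were higher in old wildtype, grnb by 2.33 and grna by 1.11 (adjusted p = 0.0106; below the fold threshold without old wildtype 5, 0.81, or young mutant 4, 0.96). The cholesterol list passed the rotation test (adjusted p = 0.0249) but not with an estimated correlation (0.928). It no longer passed without old wildtype 2 or 4, or young mutant 2, 4 or 5 (0.0528 to 0.0619).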

Notably, the comparison of the transcriptomes of young mutant and old mutant animals indicated only 178 significantly upregulated and 241 significantly downregulated genes (Figure 4e; Table S2), thus supporting the shift in the brain-wide transcriptome in young mutant animals toward that of aged brains. 

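Between old and young mutants 61 genes were higher and 202 lower, 1.32% of the genes compared; under quantile normalisation these were 93 and 132, and under DESeq2 177 and 234. Genes of dividing cells were among the lower ones: of 38 cell cycle genes 16 were lower and 0 higher (20 and 0 adjusted over the list alone; median log2 fold change -1.01). The topoisomerase top2a fell from 296 ± 62 to 104 ± 47.1 (-1.66, adjusted p = 0.00524), kif20a by 1.92 and the spindle factor tpx2 by 1.43. Matrix genes were lower for 8 of 53 and higher for 0, including sparc (3151 to 1122; -1.55). Of 35 neurogenesis genes 4 were lower, including tubb5 (13332 to 5555; -1.35), and none was higher. Higher genes included lmf2b (243 to 767; 1.78), which matures lipases, and the clock repressor nr1d4b (1.34). The paper reasons from the few changes in mutants that young mutants already resemble the aged brain. The old mutant libraries differed among themselves at many of 65 genes that separated old wildtype from young mutants by at least 4-fold between any 2 libraries, with at least 20 normalised counts on the higher side. Libraries 1 and 2 carried the old wildtype state at 81.5% and 83.1% of them, libraries 3, 4 and 5 at 6.15%, 4.62% and 9.23%. With old mutant libraries 1 and 2 left out, 175 genes were called, and with libraries 3, 4 and 5 left out, 1533. Leaving out young mutant 4 gave 145 and leaving out old mutant 4 gave 468; fitting only these groups gave 69, and 93 were called without the 7 libraries with pineal genes.

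**Figure D3:**
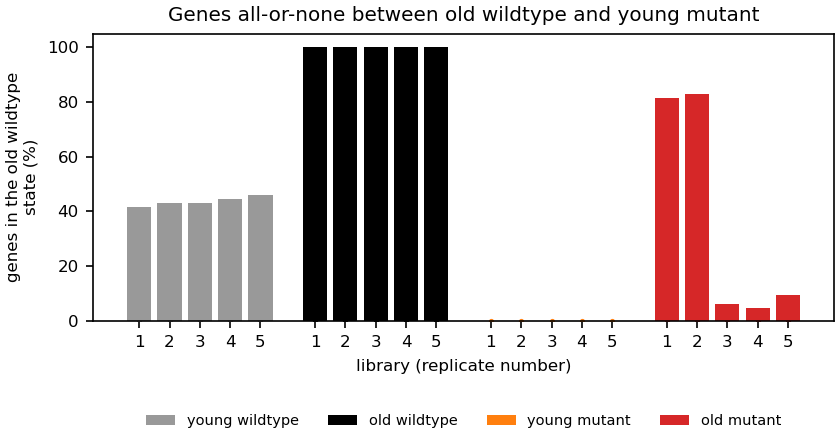
Percent of 65 all-or-none genes found in the old wildtype state in each whole-telencephalon library of the 4 groups (n = 5 each). Old mutant libraries 1 and 2 stand at 81.5% and 83.1%.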

We further selected the top 100 significantly upregulated and top 100 significantly downregulated genes in old wildtype animals (using young wildtype animals as a reference) and compared the rlog-transformed values representing the expression levels of these genes in different ages and genotypes (Figure 5a,b). 

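The aging genes moved in the same direction in young mutants more often than not. Of the 100 most significant higher and as many lower genes in old wildtype, 200 in all, the young mutant mean lay nearer old than young wildtype for 158 (85 higher, 73 lower). In old mutants it did so for 175. With the genes ranked by fold instead, the numbers were 118 and 152. Of the genes ranked by significance 149 were called in young mutants in the same direction, such as itga2.3 (4.61) and hps1 (5.47), and 0 in the opposite one. With the 5 young wildtype libraries divided between the comparisons, so that none served in both, 144 to 159 genes lay nearer.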

Unexpectedly, most selected genes had comparable rlog-transformed values in old wildtype, young mutant, and old mutant telencephali (Figure 5a,b). These data provide additional evidence of premature aging in the brain in young Grna; Grnb-deficient animals.

Our transcriptome analysis of microglia, however, highlighted numerous transcriptomic changes in mutant microglial cells, thus indicating a possibility that the transcriptional changes in mutant microglia might largely contribute to the transcriptional changes observed in the entire telencephalon. To address this possibility, we analysed the expression of the top 100 upregulated and top 100 downregulated genes, as described above, in wildtype Mpeg1^+^ and mutant Mpeg1^+^ cells. Indeed, only a small proportion of selected genes were also regulated with the same pattern in mutant microglial cells (Figure 5a,b). 

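Few of the top aging genes were called in the sorted Mpeg1+ cells. Of the 186 measured there, 12 were called in the same direction (9 higher, 3 lower) and 13 in the opposite one. With the top genes ranked by fold instead, 24 of 170 were called in the same direction and 11 in the opposite one. In simulated data the Mpeg1+ design called 32 of 67 genes changed 4-fold, against 66 of 67 in telencephalon. Few calls therefore do not show that few of these genes changed in the cells. Of these top genes, hps1 and itga2.3 went in young mutants to log2 levels of 6.14 and 6.82, from 0.67 and 2.21 in young wildtype.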

To further address the total contribution of microglia-specific transcriptomic changes to the overall changes in the whole telencephalon in young mutant animals, we compared the DEGs in mutant Mpeg1^+^ cells and in the whole telencephalon in young mutant animals and we detected an overlap of 10.9%. Together, our data demonstrate that Grna and Grnb deficiency promote additional transcriptional changes beyond those specifically detected in microglial cells. 

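Of 1747 genes called in young mutant telencephalon, 1552 were measured in Mpeg1+ cells and 190 were called there too: 10.9% of the telencephalon genes, and 12.5% of the Mpeg1+ genes that were measured in both. The direction was the same for 108 of them, 73 higher and 35 lower, such as the stress transcription factor atf4a (1.13 in the tissue) and the MHC class I gene mhc1zca (-5.13). Of 28 microglial genes measured in the telencephalon, 1 was higher and 2 lower in young mutants. If the calls in the tissue and the cells were independent, 126.5 shared genes would be counted. With single libraries left out, the share ranged from 4.24% without Mpeg1+ mutant 3 to 20.5% without library 2 labelled wildtype. It was 0.0572% with the alike libraries labelled mutant averaged.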

To specifically identify the size and nature of commonly DEGs in old wildtype and young mutant telencephali, we selected and compared the common upregulated and downregulated genes in old wildtype and young mutant animals (using young wildtype animals as a reference) (Figure 5c,d). Notably, 50.7% of upregulated genes and 48.8% downregulated genes were shared between old wildtype and young mutant animals (Figure 5c,d). 

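Old wildtype and young mutant telencephali shared 500 higher and 361 lower genes. The higher genes were 50.7% of those in young mutants and 48.3% of those in old wildtype, the lower ones 47.5% and 32.1%. Shared genes included the signal transducers stat2 (66.3 to 222 ± 66.6 in young mutants; log2 fold change 1.73) and stat4 (8.41 to 46 ± 16.2; 2.34), the death-promoting pmaip1 (2.08) and, lower, the T cell receptor partner cd28 (42.5 to 9.2 ± 1.36; -2.08). Only 9 genes were called in opposite directions. Without the 7 libraries with pineal genes, 622 genes were higher and 380 lower in young mutants, and 201 lower genes were shared. Only young wildtype 2 and 3 then remained as controls, so the fall may come from fewer libraries. With a pineal score as a covariate instead, 178 of 182 single-gene and 242 of 252 list results in telencephalon kept their call or lack of one. Independent calls would share 51.4 higher and 43.0 lower genes, so the observed numbers were 9.73 and 8.39 times as large. The same 5 young wildtype libraries served in both comparisons. With these libraries divided between the comparisons in 20 ways, 308 to 340 higher and 214 to 236 lower genes were still shared, 7.43 to 11.2 and 6.98 to 10.6 times the numbers of independent calls. Over all genes the fold changes of the comparisons had a correlation of 0.61 and a covariance of 0.430. In 100 simulated data sets with shared controls and no changed gene the medians were 0.50 and 0.0631.

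**Figure D4:**
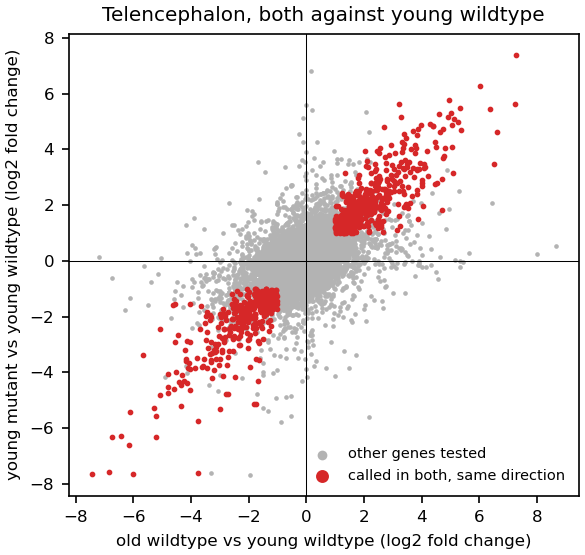
Log2 fold change in old wildtype (x axis) and in young mutants (y axis), each against young wildtype, for the genes of whole telencephalon; red points are called in both in the same direction. The red points are the 500 higher and 361 lower genes.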

GO analysis revealed common enrichment in genes associated with programs previously identified in the transcriptome of *Notobranchius furzeri*, a well-established model of aging, including regulation of apoptosis, immune response, extracellular matrix composition and cell adhesion [72] (Figure 5e,f and Figure S5a). 

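Few members of the gene lists used here for these programs were shared by old wildtype and young mutants. The paper found the programs as GO terms enriched among its shared genes, and that enrichment was not repeated. Antigen presentation stood in for the immune response, and cell adhesion had no list. In antigen presentation, ctss2.2, a lysosomal protease of microglia, rose in both groups (2.17 in old wildtype, 1.68 in young mutants), as did mhc1uka (19.6 to 161 ± 77.7 and to 56 ± 16.7), and mhc2dab fell in both (-4.80 and -4.05). Over the whole list 5 of 26 genes were higher and 4 lower with age, and 4 higher and 2 lower in young mutants. In apoptosis the caspase casp3b fell from 32.1 ± 8.37 to 13.7 ± 6.41 and 12.8 ± 8.56 and dapk3 by 1.03 and 1.25 on the log2 scale; 4 of 37 genes were called with age and 3 in young mutants. In the matrix only col12a1b was shared (17.5 to 37.8 ± 17.1 and 51 ± 9.81). Of 53 matrix genes 2 were higher and 7 lower with age, but 2 higher and 2 lower in young mutants, with medians of -0.32 and 0.08. The rotation test gave matrix an adjusted p of 0.0643 with age and 0.945 in young mutants, and apoptosis 0.385 and 0.361.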

Because GRN has been found to be involved in lysosomal homeostasis and GRN-deficient mice displayed lysosomal dysfunction, we analysed mRNA expression levels of genes associated with lysosomal regulation differentially regulated in GRN-deficient mice [73,74]. In contrast to the results in GRN-deficient mice, expression of lysosomal genes was only slightly changed in the adult telencephalon in young Grna; Grnb-deficient zebrafish, as previously described [51], and was not further changed in old mutant brains, thereby suggesting a discrepancy between the lysosomal regulatory function of granulins in mouse and zebrafish brains (Figure S5b). 

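Lysosomal genes were nearly flat in young mutants and did not move further with age in mutants. Of 65 measured, 1 was higher and 1 lower in young mutants (median log2 fold change -0.02), 1 and 2 in old wildtype (-0.04), and 0 of 65 were called between old and young mutants (0.01). The mannosidase manba was the higher one, at 378 ± 124 against 88.1 ± 12 (2.04), and rose likewise with age (2.20). Smaller differences below the fold threshold were found for the glycosylasparaginase aga (275 to 448; 0.70, adjusted p = 1.6e-06) and the calcium channel MCOLN1 (136 to 245; 0.84). The sole gene with an adjusted p below the threshold in old mutants, the thioesterase ppt1, fell by 0.26 (0.0199), and the whole list had an adjusted p of 0.355 in young mutants and 0.618 in old ones.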

The observed discrepancy may be explained by the possible involvement of *grn1* and *grn2* in regulating the lysosomal homeostasis in the adult zebrafish brain, thus compensating for the loss of Grna and Grnb.

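The short granulins were not raised in mutant telencephali. In young mutants grn1 was at 8.78 ± 1.72 normalised counts against 91.7 ± 102 in young wildtype, a log2 fold change of -2.43 that was called (adjusted p = 0.0482). The call was lost without any one young mutant library or without young wildtype 1, 2, 4 or 5 (0.0514 to 0.132). For grn2 the means were 2.58 in young mutants and 5.80 in old mutants, with log2 fold changes of -0.83 against young wildtype and 1.07 between the mutants, neither called. The paper proposes that these genes compensate for the loss; activity of their products was not measured here.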

Collectively, our data indicate that aging causes numerous transcriptional changes in the brain in old wildtype animals. 

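Markers of several cell types were among the genes called in young mutant telencephalon. Microglial genes were higher for 1 of 28 and lower for 2, T and NK cell genes higher for 2 of 12 and lower for 1, and muscle genes higher for 2 of 18. Neutrophil genes, 1 of 7 higher, and ciliated ependyma genes, 2 of 22 lower (median log2 fold change -0.37), each had an adjusted p of 0.00886 in the rotation test and 0.993 with an estimated correlation. The neurogenic transcription factor sox4b fell by 2.66 on the log2 scale, and it was the only one of 35 neurogenesis genes called.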

A significant proportion of these changes was mimicked by Grna; Grnb deficiency in the brain in young animals and was not limited to microglial cells. Furthermore, in Grna; Grnb-deficient animals, these changes are significantly reduced between young and old animals, thus strengthening our hypothesis that Grna and Grnb deficiency causes a premature aging phenotype in the brain in young animals.

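Genes called with age in wildtype had smaller median changes with age in mutants. For the 2160 genes called in old wildtype, the median log2 fold change in the direction of aging was 0.92 in young mutants and 0.26 between old and young mutants; 84 were called there in that direction and 8 against it. For the 861 shared genes it was -0.03 between old and young mutants, with 9 called along and 7 against. The 1290 genes called in old wildtype and not in young mutants still drifted with age in mutants, by a median of 0.47, and 83.6% moved in that direction. In direct comparison, 1200 genes changed differently with age in mutants and wildtype. Old mutants and old wildtype differed in 244 higher and 315 lower genes, with the balance turned under DESeq2 (425 and 328), edgeR (335 and 276) and with old mutants 1 and 2 left out (737 and 678). Fitting only these groups gave 96 and 158. Called genes included the heme synthase alas2 (509 to 96.1; -2.34) and, higher, the growth arrest gene cdkn1a (20.1 to 73.4; 1.74) and the clock-linked repressor nfil3-2 (477 to 1988; 2.11). Part of the smaller change in mutants follows from the selection. The 2160 genes were chosen for large changes in the wildtype comparison, which favours a smaller median in any other comparison. They were also divided by the young mutant values that are the baseline of the old mutants, and the old mutants were a mixed group. The paper reasons that the reduced changes strengthen its hypothesis of premature aging in young mutants.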

### 3.4. Grna and Grnb Deficiency Causes a Reduction in Neurogenesis in the Ventricular Zone of the Zebrafish Telencephalon, thus Mimicking the Phenotype of Reduction Observed during Aging 

To understand the aging-related biological processes affected by Grna; Grnb-deficiency, we further analysed shared DEGs in old wildtype and young mutant animals. 

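The type 2 cytokine il4 (ENSDARG00000087909), which steers macrophages away from inflammation, fell from 17.1 ± 5.11 normalised counts in young wildtype to 6.14 ± 3.4 in old wildtype (SD, n = 5; log2 fold change -1.43, adjusted p = 0.0231). In young mutants it fell to 6.90 ± 5.53 (-1.42, 0.0291), and old mutants stood at 7.99 ± 4.03. Its signal transducer stat6 was at 93.8 ± 20 in young wildtype and 53.6 ± 9.71 in old wildtype (-0.79, adjusted p = 0.0066), below the fold threshold. In young mutants stat6 stood at 74.3 ± 12.6 (-0.33, adjusted p = 0.264; two-sided exact permutation test, p = 0.159) and in old mutants at 51.2 ± 14.2. With so few counts the il4 calls rested on single libraries: with age the call was lost without old wildtype 3 or 4 or young wildtype 3 (0.0525, 0.0674 and 0.0587). In young mutants it was lost without young mutant 1 or 5 or young wildtype 3 (0.0711, 0.0883 and 0.0722).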

We identified a significant downregulation of *il4* and *stat6* (Figure 6a). These genes have been implicated in the regulation of age-related inflammatory changes in the rat hippocampus and have a pivotal role in the activation of restorative neurogenesis in a zebrafish model for Alzheimer’s disease [75,76]. 

Specifically, in response to the injection of Aβ42 derivatives, Il4 is activated and promotes stem cell proliferation and neurogenesis via Stat6 phosphorylation [75]. Furthermore, neurogenesis has been demonstrated to decline with aging: ependymoglial cells (neural stem cells in the adult zebrafish telencephalon) enter the cell cycle less frequently, thus producing fewer neuroblasts and consequently fewer neurons [77]. For these reasons, we hypothesised that Grna and Grnb deficiency in young mutant animals might affect neurogenesis as a hallmark of aging, and the downregulation of *il4* and *stat6* might be a possible underlying mechanism. To verify this hypothesis, we assessed the proliferative capacity and the neurogenic potential of young wildtype, old wildtype, young mutant, and old mutant animals in the ventricular zone (VZ) of the zebrafish telencephalon (Figure 6b–l). The VZ is a neurogenic niche that hosts somata of ependymoglial cells, which produce new neurons throughout the lifetime [56,57], but show an age-dependent decline [77]. Newborn neurons are generated and deposited in the area immediately below the VZ, the subventricular zone (SVZ) [78]. In this analysis, animals were kept in BrdU water for 5 consecutive days to label all stem cells and neuronal progenitors going through S-phase during the labelling phase (Figure 6b). After the labelling period, we kept animals in normal water for 2 weeks to allow neuronal differentiation of cells that exited the cell cycle and dilution of the label in the still-cycling progenitor population. Therefore, the Brdu^+^ HuCD^−^ cells were classical label-retaining neural stem cells [13]. The number of newborn neurons was assessed by quantification of BrdU^+^ HuCD^+^ (marker for post-mitotic neurons) cells in the VZ and SVZ (25 μm from the outer layer of the ventricle, as indicated in Figure 6c) (Figure 6d–g″,h). In agreement with previously published data, we detected a significant decrease in the number of BrdU^+^ HuCD^+^ cells (newborn neurons) in the VZ in old wildtype animals (Figure 6d–e″,h). To assess whether Grna and Grnb deficiency might affect the constitutive neurogenic potential to the same extent as that observed in old wildtype animals, we quantified the number of BrdU^+^ HuCD^+^ in young mutant animals (Figure 6d–f″,h) and we detected significantly fewer newborn neurons (BrdU^+^ HuCD^+^) in the VZ in young mutant animals (Figure 6f–f″,h). Interestingly, the numbers were comparable to those observed in old wildtype animals and did not further decrease in old mutant animals, in agreement with the absence of further transcriptional changes between young and old mutant animals (Figure 6g–g″,h). Together, our results demonstrate that aging causes a significant decline in constitutive neurogenesis in the zebrafish telencephalon, and that the phenotype of this decrease is mimicked by Grna and Grnb deficiency in the telencephalon in young animals. This analysis further supports Grna and Grnb being key regulators of aging kinetics in the zebrafish brain. Moreover, we detected a ~50% reduction in the number of BrdU^+^ (label retaining) cells in the VZ in young mutant animals (Figure 6d,f,i). Interestingly, the number of BrdU^+^ cells in the VZ in young mutant animals was comparable to the number of BrdU^+^ cells observed in the VZ in old wildtype animals (Figure 6d–f,i). Notably, no further decrease in the number of BrdU^+^ cells was observed in the VZ in old mutant animals (Figure 6d–g,i). 

Because ependymoglial cells enter the cell cycle less frequently during aging [77], we speculated that the decreased constitutive neurogenesis in old wildtype and both young and old mutant animals might be explained by an increased number of quiescent ependymoglial cells that do not enter the cell cycle and therefore do not incorporate BrdU. Therefore, we analysed the number of BrdU^+^ HuCD^−^ cells in the neurogenic niche (Figure 6l). Notably, we detected a significant decrease in the number of BrdU^+^ HuCD^−^ cells in old wildtype animals, to a level comparable to the number of BrdU^+^ HuCD^−^ cells in young and old mutant animals (Figure 6l). Therefore, these data suggest the premature entry to quiescence of neural stem cells in Grna; Grnb-deficient animals and demonstrate a clear decline in adult neurogenesis, as hallmark of aging. Finally, we quantified the cell density of total HuCD^+^ neurons in the parenchymal area among different groups and observed no significant differences (Figure 6m), a finding in line with different regulatory mechanisms underlaying embryonic and adult neurogenesis. 

### 3.5. Grna and Grnb Deficiency Leads to Impaired Oligodendrocyte Precursor Cells Differentiation

Along with a decline in neurogenesis, aging causes a decline in oligodendrogenesis, thus decreasing the abundance of oligodendrocyte precursor cells (OPCs) in the parenchymal area of the adult zebrafish telencephalon [77]. To verify this concept, we kept animals in BrdU water for 5 consecutive days to label OPCs and performed a 14-day chase (Figure 7a). Oligodendrocyte lineage cells that proliferated during the labelling time were identified by double labelling for BrdU and Sox10 (an oligodendrocyte lineage marker) in the parenchymal area (Figure 7b). In old wildtype animals, we detected a threefold decrease in the number of BrdU^+^ Sox10^+^ cells (Figure 7c–d″,f) in line with findings from previous reports [77]. Unexpectedly, young mutant animals showed a similar decrease (Figure 7e–e″,f). Together, our data indicate that both aging and Grna; Grnb deficiency induce a decrease in oligodendrogenesis in the zebrafish brain parenchyma. 

The observed phenotype could potentially be explained by lower proliferation of OPCs or impaired oligodendrogenesis. To distinguish between these two possibilities, we assessed the transcriptomic changes in oligodendroglial cells from Grna; Grnb-deficient animals. 

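Olig2+ cells sorted from young telencephali gave 4 wildtype and 4 mutant libraries, prepared and scaled by the authors in the same way as the Mpeg1+ cells. The targeted grnb stood at 393 ± 79 normalised counts in wildtype and 137 ± 60.5 in mutants (SD; log2 fold change -1.62, adjusted p = 0.02), and grna at 1389 ± 603 and 1880 ± 522 (0.53, adjusted p = 0.339). The reads assigned to genes were 37.1 to 59.3 M in wildtype (median 46.3) and 21.8, 9.61, 18.7 and 6.38 M in mutants 1 to 4. The 50 most abundant genes took 18.4% to 21.4% of wildtype reads and 27.0% to 47.1% of mutant reads. In mutant 2 a single RNA gene took 22.1%. The comparison was made over 22273 genes of 25248.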

By using FACS, we isolated oligodendroglial cells from the *Tg* (*olig2:DsRed*) animals according to the DsRed expression in Olig2-positive oligodendroglial cells (Figure 8a–c and Figure S1b). Importantly, the identity of cells was validated by co-staining with previously reported oligodendroglial marker, such as Sox10 (Figure 8a–b′) [79]. 

To determine the purity of isolated cells, we analysed the expression of typical oligodendroglial, neuronal and microglial genes [65] in the sorted DsRed^+^ population (Figure S2b). Significant enrichment in oligodendroglial genes was detected in Olig2^+^ isolated cells together with expression of neuronal genes, in line with the expression of Olig2 in a small subset of neuronal progenitors in the ventral telencephalon (Figure S2b) [79]. 

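Oligodendroglial and neuronal genes were both abundant in wildtype Olig2+ cells. The myelin enzyme cnp stood at 4922 ± 506 normalised counts (SD, n = 4), mbpa at 3742 ± 1266 and the tetraspanin tspan2a at 4325 ± 127, and olig2 itself at 1226 ± 487. The neuronal RNA-binding gene elavl3 reached 33418 ± 7987 and the GABA-synthesising GAD1 18523 ± 3730. Microglial apoeb stood at 15342 ± 10500, and leptomeningeal epd ranged from 1581 to 75135.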

Interestingly, we observed comparable expression levels of *grnb* in Mpeg1^+^ and Olig2^+^ cells (Figure S2c), thus suggesting a possible previously undescribed direct role of granulins in oligodendrocyte cells.

By comparing the transcriptomes of young wildtype and mutant Olig2^+^ cells, we detected 2835 significantly upregulated and 3300 significantly downregulated genes in mutant Olig2^+^ cells (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1) (Figure 8d; Table S1). 

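Mutant Olig2+ cells had 1557 higher and 2820 lower genes, 19.7% of the genes compared; with equal totals these were 876 and 3752, and under DESeq2 2783 and 3225. The kinase gene stk31 rose from 4.24 to 781 ± 307 (log2 fold change 7.50, adjusted p = 0.000245), the MHC class II gene mhc2dga from 10.3 to 952 ± 205 (6.80) and the Notch-type repressor her12 from 4.99 to 302 (5.58). Among the lower genes, klhl41b fell from 440.0 ± 212 to 4.38 (-6.57), the collagen cross-linking loxl2b from 923 to 37.4 (-5.60) and the neurohormone avp from 1475 to 87.9 (-5.12). Genes of translation and respiration were among the higher ones: 38 of 76 ribosomal genes, such as rpl9 (1.83), and 11 of 12 mitochondrial transcripts, such as MT-CO1 (126090 to 350810, log2 fold change 1.54). The counts ran from 620 and 1515 without wildtype 1 to 2143 and 3754 without mutant 2.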

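Chemokines were higher in mutant Olig2+ cells for 11 of 26 genes and lower for 0 (12 and 0 adjusted over the list alone; median log2 fold change 1.35). The neutrophil attractant cxcl8a rose from 62.4 ± 41.7 to 1715 ± 1378 (SD, n = 4; 5.39, adjusted p = 0.00439), the microglial ccl34b.8 from 6.75 to 111 (3.61) and CXCL12, which guides migrating precursors, from 1928 to 5281 (1.40). Pro-inflammatory cytokines were higher for 5 of 12 and lower for 0, with tnfa going from 5.53 ± 0.879 to 83.9 ± 28.2 (3.64) and tnfb from 116 to 677 (2.87). Complement genes were higher for 5 of 26, with c9 rising by 4.03. Microglial genes moved with them: 9 of 29 were higher and 0 lower (median 1.13), including the transcription factor spi1b (409 to 1237; 1.76) and c1qc (197 to 769.5; 2.18), though not apoeb (-0.76). The rotation test gave an adjusted p of 0.0606 for chemokines and 0.0318 for cytokines; with an estimated correlation both were 0.5. Without wildtype 4 chemokines passed (0.0421), and without mutant 1, 3 or 4 or wildtype 1 or 3 the cytokines reached 0.0622 to 0.0813.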

GO analysis of significantly upregulated genes in mutant Olig2^+^ cells revealed overrepresentation of terms associated with the immune response, chemokine activity and cell chemotaxis (Figure 8e). Notably, GO analysis of significantly downregulated genes in mutant Olig2^+^ cells revealed enrichment in several terms associated with pathways involved in oligodendroglial cell differentiation and myelination, including negative regulation of BMP, Hedgehog, Notch, TGF-β and ErbB signalling pathways [80,81,82,83,84] (Figure 8f; Figure S6). These results, together with the observed decrease in number of BrdU^+^ Sox10^+^ cells in the telencephalon in young mutant animals, strongly suggest that Grna and Grnb deficiency affects the normal differentiation process of OPCs. Furthermore, these data suggest that the decreased oligodendrogenesis observed during aging might be partially explained by the decreased granulin levels.

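All 5 pathway lists were shifted downwards in mutant Olig2+ cells. Of 47 Notch genes 17 were lower and 0 higher (20 and 2 adjusted over the list alone; median log2 fold change -1.02), including the Notch glycosyltransferase lfng (4698 to 1420; -1.77). Of 32 Hedgehog genes 12 were lower and 0 higher (13 and 0; -0.90), led by the co-receptor GAS1 (549 ± 226 to 39 ± 10.9; -3.75) and the kinase csnk1e (-2.05). TGF-β signalling had 14 lower and 2 higher of 57 (17 and 2; -0.81), such as the activator thbs1b (-2.33), and ErbB 24 and 2 of 79 (27 and 3; -0.62), such as braf (1178 to 233; -2.34). Among antagonists of BMP 9 of 26 were lower and 1 higher (14 and 2; -1.31), with skib going from 1482 to 311 (-2.25) and noggin, nog1, from 89.3 to 6.46 (-3.48). The rotation test gave an adjusted p of 0.0266 for Notch and 0.0186 for the others; with an estimated correlation it was 0.5 for each. Without mutant 1, 3 or 4 or wildtype 1 or 3 these rose to between 0.0507 and 0.0602, and to 0.0678 for Notch without wildtype 1. Lists outside these pathways fell as well, such as 13 of 54 matrix genes and 12 of 40 clock genes.

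**Figure D5:**
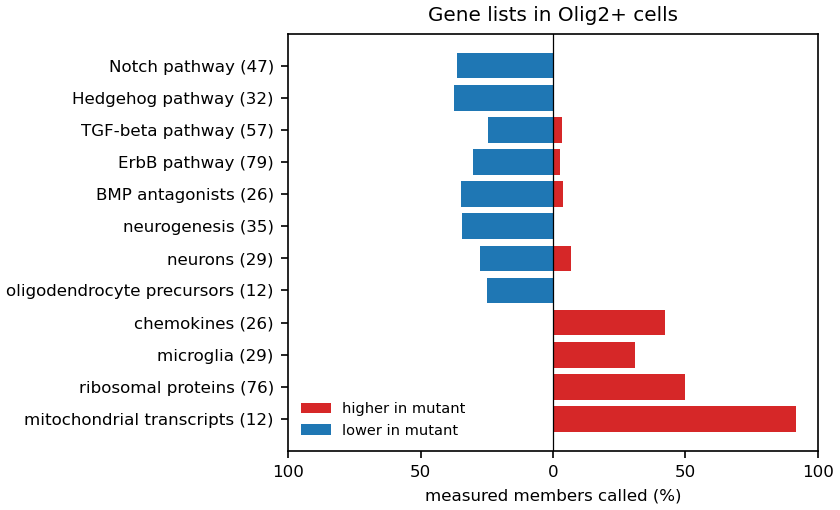
Percent of measured members called higher or lower in mutant Olig2+ cells (n = 4 per group) for 12 gene lists, with the number measured in parentheses. Of 47 Notch genes 17 were lower.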

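Some genes of precursors and of neurogenesis were lower in mutant Olig2+ cells, and no myelin gene was called lower. Of 12 oligodendrocyte precursor genes 3 were lower and 0 higher (median log2 fold change -0.71), with the lineage factor sox8b going from 278 ± 128 to 35.6 ± 48.5 (-3.62) and olig2 from 1226 ± 487 to 527 ± 507 (-1.55, adjusted p = 0.0496). The receptor phosphatase ptprz1b, typical of precursors, stood at 2536 ± 855 and 3103 ± 1184 and was not called. Of 17 myelinating genes 1 was higher and 0 lower (median 0.27), and mbpa stood at 4407 ± 1615 in mutants. Of 35 neurogenesis genes 12 were lower and 0 higher (-1.20), including the proneural ascl1a (1241 to 418; -1.80) and hes6 (1960 to 425; -2.55), and of 29 neuronal genes 8 were lower and 2 higher, including syn1 (4348 to 1184; -1.81). The precursor list had an adjusted p of 0.0446 in the rotation test and 0.5 with an estimated correlation; without mutant 1, 3 or 4 or wildtype 1, 2 or 3 it reached 0.0817 to 0.126. The olig2 call was lost without mutant 1, 3 or 4 or wildtype 1 or 2 (0.0594 to 0.0734). The paper proposes that granulin loss affects precursor differentiation, also from cell counts, which were not used here.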

### 3.6. Grna and Grnb Deficiency Decreases of Telomere Length 

Grna; Grnb deficiency leads to numerous aging-associated changes in the adult zebrafish brain. Therefore, we investigated telomere length, an established cell-intrinsic feature of aging cells. Telomeres are known to shorten with aging [2,48,85]. First, we addressed the expression levels of genes involved in telomere protection (Figure 9a). Indeed, we detected a significant downregulation of genes preventing telomere shortening (*tert*, *tp53*, and *tpp1*) in old wildtype, young mutant, and old mutant animals (Figure 9a). 

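The telomerase gene tert stood at 31.4 ± 10.9 normalised counts in young wildtype and 14.6 ± 2.07 in old wildtype (SD, n = 5; log2 fold change -1.00, adjusted p = 0.00817), just short of the fold threshold. It stood at 18.4 ± 2.53 in young mutants (-0.68, adjusted p = 0.0709) and 18.1 ± 5.89 in old mutants. The gene tpp1 stood at 296 ± 19.9 in young wildtype and at 204 ± 33.6, 214 ± 23.8 and 223 ± 30.4 in old wildtype, young mutants and old mutants (-0.54 with age, adjusted p = 0.0019; -0.47 in young mutants, 0.00709). The symbol tpp1 names a lysosomal tripeptidyl peptidase in zebrafish; acd, which encodes the shelterin component also known as TPP1, had log2 fold changes of -0.18 with age and 0.08 in young mutants. Of 17 telomere maintenance genes, 2 were lower with age, tep1 (-1.15) and stn1 (-1.99), and tep1 was also lower in young mutants (-1.23). The list had an adjusted p of 0.0181 with age and 0.0168 in young mutants in the rotation test, and 0.936 and 0.993 with an estimated correlation. The tert difference passed the fold threshold without old wildtype 1 or 3 or young wildtype 1, 2 or 3 (-1.02 to -1.19).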

To examine the relevance of these genes to telomere length regulation, we quantified the relative telomere length in the brain in young wildtype, old wildtype, young mutant, and old mutant animals, as previously described [64]. Our analysis revealed a significant decrease in the relative telomere length in old wildtype, young mutant, and old mutant animals (Figure 9b), thereby supporting the roles of Grna and Grnb in regulating physiological aging kinetics in the adult zebrafish brain.

## 4. Discussion

Despite numerous studies performed in the context of neurodegeneration and wound healing that have revealed the association of GRN with various processes including wound healing, inflammation, lysosome regulation, neuronal survival, and neurodegeneration [86,87], the physiological roles of GRN in the central nervous system (CNS) remain elusive. Here, we identified Grna and Grnb as key regulators of the aging kinetics in the adult zebrafish telencephalon. Specifically, Grna and Grnb deficiency in microglial cells led to a pro-inflammatory phenotype, which has been previously associated with aging [88]. Moreover, we observed additional aging-associated changes including a decrease in constitutive neurogenesis and oligodendrogenesis, and telomere shortening. The phenotype of changes observed in Grna; Grnb-deficient animals was also observed in wildtype animals during aging, thus supporting the role of Grna and Grnb in regulating aging kinetics in the zebrafish telencephalon. Our data are in line with the association of the *GRN* gene locus with aging in the human cerebral cortex [33] as well as with evidences that GRN suppresses inflammation in the mouse brain during aging [38]. Interestingly, the levels of Grnb physiologically decreased during aging in the adult zebrafish telencephalon, thus partially mimicking the levels observed in mutant animals. These results suggest that progressive loss of Grnb may be a key determinant of physiological aging in the adult zebrafish telencephalon. 

Our data show that Grna and Grnb deficiency induces a pro-inflammatory phenotype in microglial cells, which display larger cell bodies, hyper-ramifications and shorter processes- morphological characteristics described in microglial cells during aging in the mouse brain [89]. The altered morphology of mutant microglial cells was accompanied by an increase in the levels of numerous pro-inflammatory cytokines and complement factors as well as a decrease in the levels of anti-inflammatory cytokines. Indeed, one of the most prominent features of brain aging is the activated state of immune cells, thus leading to the secretion of pro-inflammatory cytokines that might not only affect neurons and glia in the central nervous system, but also induce systemic aging-related phenotypes [90]. However, how microglial cells are activated in the brain in Grna; Grnb-deficient animals remains elusive. Comparing the transcriptomes of wildtype and mutant microglial cells, we detected significant upregulation of numerous genes associated with MAPK and JAK/STAT signalling pathways, which are known to be involved in the regulation of pro-inflammatory cytokine production and microglial activation [66,67]. Similar results have been observed in the mouse brain, where GRN has been identified as a key regulator of inflammation, by tuning the expression of pro-inflammatory cytokines and complement factors during aging [38], thus suggesting that granulins directly adjust the levels of inflammatory cytokines to the corresponding aging state in both zebrafish and mammalian brains.

Because we hypothesised that Grna and Grnb directly regulate the kinetics of aging in the adult zebrafish telencephalon and speculated that Grna; Grnb deficiency cause a premature aging phenotype in the telencephalon in young animals, we examined the transcriptional signature in the entire telencephalon in wildtype and mutant animals at two different ages (young and old animals). Indeed, aging caused significant changes in the transcription levels of numerous genes in the telencephalon in old wildtype animals. Unexpectedly, a high proportion (~50%) of DEGs in old wildtype animals were also altered in same trend as that in young mutant animals, thereby indicating a similar transcriptome signature. The set of common DEGs was enriched in programs associated with innate immunity, regulation of apoptotic process, extracellular matrix composition, and p53 signalling; similar enrichment has also been identified in the transcriptome of *Notobranchius furzeri*, a well-established model of brain aging [72], thus supporting the concept of a premature aging phenotype in the telencephalon in young mutant animals. Importantly, a large proportion of common DEGs included genes that were not regulated in mutant microglial cells, thus suggesting that granulin deficiency not only affects microglia but also induces additional aging-related changes in other cell populations. However, whether these effects are due to a direct function of Grna and Grnb in these cell types or whether the observed changes are indirect and induced by altered mutant microglial cells remains unclear. 

Interestingly, we identified diminished mRNA levels of *il4* and *stat6* in the telencephalon in old wildtype, young mutant, and old mutant animals. Il4 and Stat6 have been implicated in the regulation of neuronal progenitor proliferation and neurogenesis [75], whose rates are directly controlled by microglial activity [91,92,93]. Therefore, our data, at least in part, support the hypothesis that the proinflammatory phenotype of Grna; Grnb-deficient microglial cells contributes to the aging of the zebrafish neural stem cell compartment. Moreover, the ependymoglial population (the neural stem cells in the adult zebrafish telencephalon) displays an age-related increased proportion of quiescent cells, thereby decreasing the number of newly generated neurons [77]. Indeed, we demonstrated that both aging and Grna; Grnb deficiency in young animals caused a similar reduction in the number of proliferating cells (mostly neuronal progenitors in the neural stem cell niche) and newly generated neurons, thus strengthening the association between granulins and regulation of brain aging. Moreover, both aging and Grna; Grnb deficiency in young animals led to a decrease in oligodendrogenesis, a process severely affected in the aging CNS in both mice and zebrafish [77,94,95]. Furthermore, the decreased oligodendrogenesis could be explained by dramatic changes in the transcriptome of mutant oligodendroglial cells. In fact, GO term analysis revealed downregulation of several genes associated with Hedgehog, canonical Wnt, Notch, TGF-β, ErbB signalling, and with negative regulation of BMP signalling pathways. Notably, all these pathways have been associated with oligodendroglial cell maturation, differentiation and myelination [80,81,82,83,84], and they depend on niche-provided signals amenable to changes by microglial cells [96]. These findings further support the idea that initial changes in microglial cells trigger age-related changes in neurogenesis and oligodendrogenesis in a cell non-autonomous manner.

Finally, we also observed significant telomere shortening in the brain in young mutant animals, to levels comparable to those detected in aging brains. Moreover, we detected diminished mRNA levels of genes encoding for enzymes involved in telomere length maintenance. Because telomere shortening is a typical cell-intrinsic features associated with aging [97], Grna and Grnb might coordinate the acquisition of both cell-extrinsic and -intrinsic aging features in the adult zebrafish brain.

In this study, we identified the roles of Grna and Grnb in regulating the inflammatory state under physiological conditions and during aging in the zebrafish brain, in line with observations in the mouse CNS [38,98]. Furthermore, we provide new evidence that Grna and Grnb directly regulate aging and that their loss causes a premature aging phenotype in the telencephalon in young zebrafish, thus providing new insights into the physiological roles of granulins that could potentially be used for the development of new therapeutic interventions in the mammalian CNS.

## Figures and Tables

**Figure 1:**
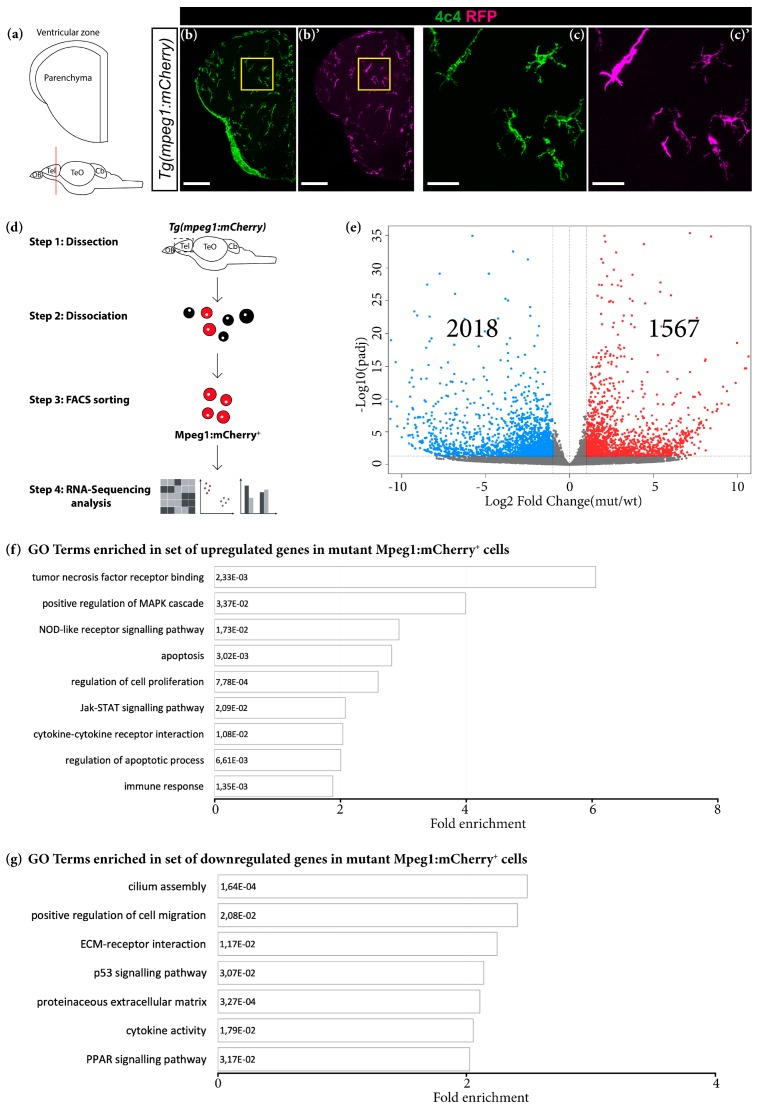
Grna and Grnb deficiency leads to transcriptional changes associated with an activated microglial state. (**a**) Schematic of a typical section from the adult zebrafish telencephalon. (**b**–**c′**) Micrographs depicting microglial cells in the telencephalon in *Tg* (*mpeg1:mCherry*) animals. (**c**,**c′**) Magnifications of areas boxed in (**b**) and (**b′**), respectively. Scale bars: 100 µm (**b**,**b′**) and 20 µm (**c**,**c′**). (**d**) Scheme depicting the isolation procedure of Mpeg1^+^ cells for transcriptome analysis. (**e**) Volcano plot of differentially expressed genes (DEGs) in mutant Mpeg1^+^ cells (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). (**f**,**g**) Histograms depicting gene ontology (GO) terms enriched in the set of upregulated (**f**) and downregulated (**g**) genes in mutant Mpeg1^+^ cells.

**Figure 2:**
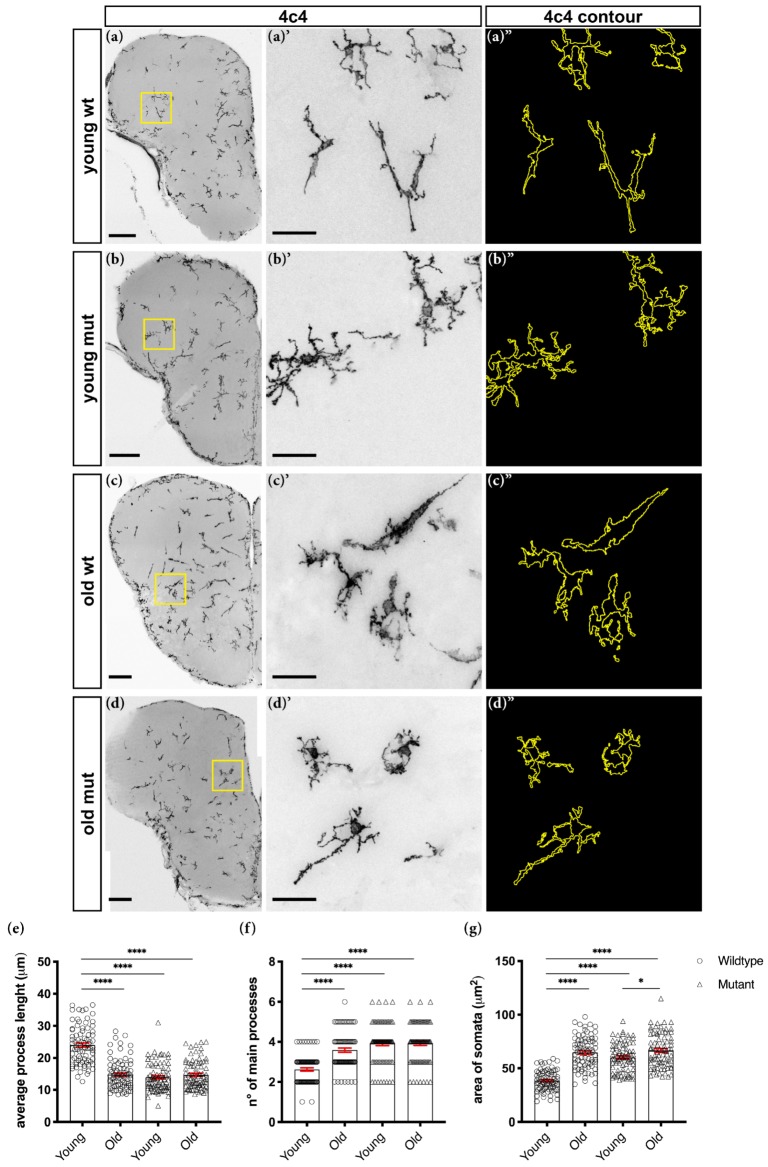
Grna; Grnb-deficient microglial cells display morphological changes associated with aging. (**a**–**d**) Micrographs depicting 4C4^+^ microglial cells. (**a′**–**d′**) Magnifications of boxed areas in (**a**–**d**), respectively. (**a″**–**d″**) Morphological tracing of 4C4^+^ microglial cells. Scale bars: 100 µm (**a**–**d** magnification) and 20 µm (**a′**–**d′**). (**e**–**g**) Morphological analysis depicting the average process length (**e**), number of main processes (**f**) and area of somata (**g**) of 4C4^+^ microglial cells. n.s, not significant, * *p* ≤ 0.05, **** *p* ≤ 0.0001**,** each data point represents a single cell (a total of 80 cells from four telencephali were analysed in each group).

**Figure 3:**
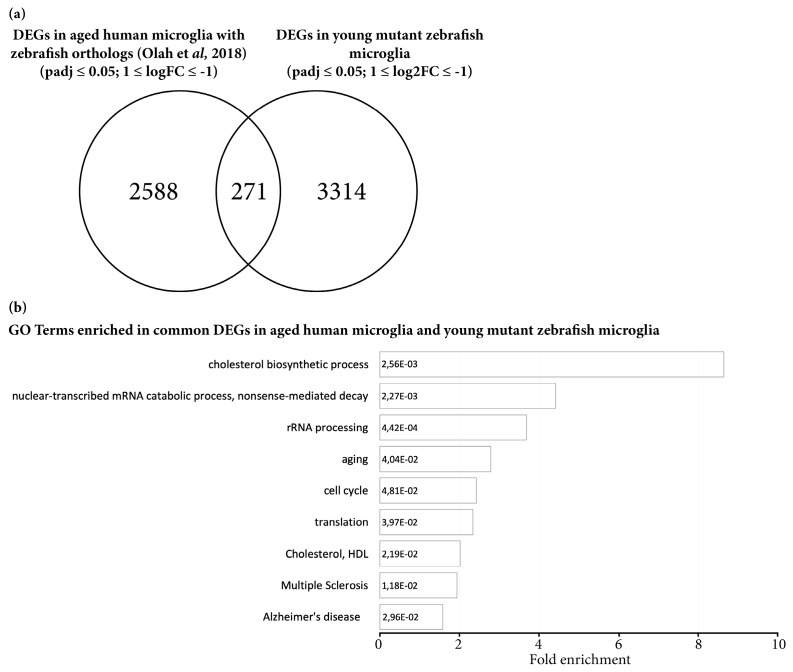
Microglial cells isolated from young mutant zebrafish share a proportion of DEGs with aging human microglial cells. (**a**) Venn diagram depicting common DEGs in aging human microglial cells with existing zebrafish orthologs and in young mutant zebrafish Mpeg1^+^ cells. (**b**) Histograms depicting gene ontology (GO) terms enriched in the set of 271 common DEGs in aging human and young mutant zebrafish microglial cells.

**Figure 4:**
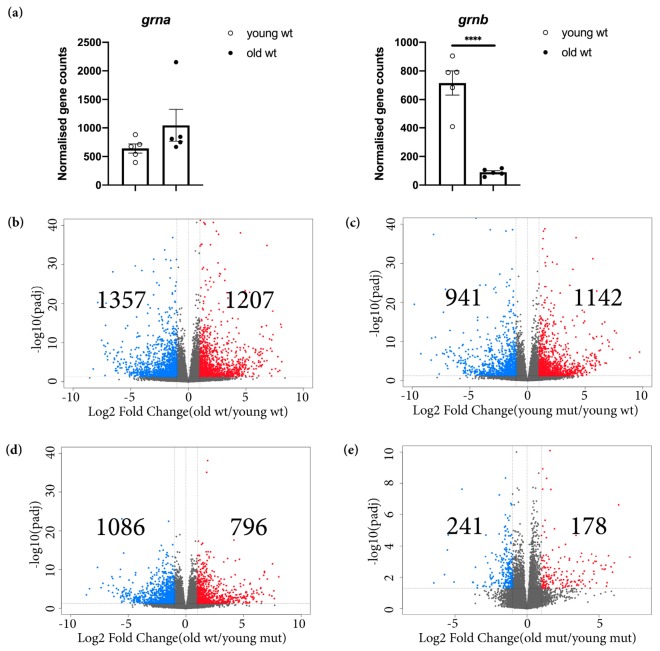
Transcriptomic changes detected in old wildtype, young mutant, and old mutant telencephali. (**a**) Normalised gene counts of *grna* and *grnb* in young and old wildtype animals. **** *padj* ≤ 0.0001, each data point represents a distinct biological replicate (five telencephali per group were analysed). (**b**) Volcano plot of DEGs in old wildtype animals (young wildtype animals were used as a reference) (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). (**c**) Volcano plot of DEGs in young mutant animals (young wildtype animals were used as a reference) (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). (**d**) Volcano plot of DEGs in old wildtype animals (young mutant animals were used as a reference) (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). (**e**) Volcano plot of DEGs in old mutant animals (young mutant animals were used as a reference) (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1).

**Figure 5:**
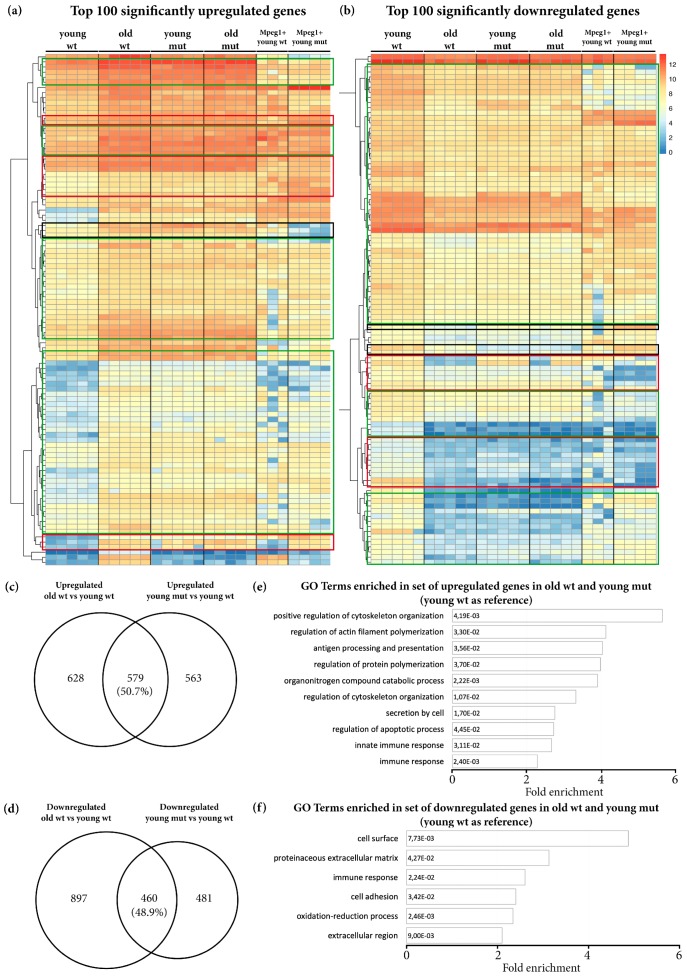
The phenotype of age-related transcriptional changes detected in old wildtype animals is partially mimicked by Grna and Grnb deficiency in young mutant animals. (**a**,**b**) Heat maps depicting rlog-transformed values of the top 100 significantly upregulated and downregulated genes in old wildtype telencephali (young wildtype were used as a reference) in young wildtype animals, old wildtype animals, young mutant animals, old mutant animals, young wildtype Mpeg1^+^ cells, and young mutant Mpeg1^+^ cells. Green boxes: DEGs in old wildtype animals with the same direction of regulation in young mutant and old mutant animals, but not regulated in mutant microglial Mpeg1^+^ cells. Red boxes: DEGs in old wildtype animals with comparable levels in young mutant and old mutant animals, regulated in the same direction in mutant microglial Mpeg1^+^ cells. Black boxes: DEGs in old wildtype animals with comparable values in young mutant and old mutant animals, regulated in the opposite direction in mutant microglial Mpeg1^+^ cells. (**c**,**d**) Venn diagrams depicting common DEGs in old wildtype and young mutant telencephali (young wildtype were used as a reference). (**e**,**f**) Histograms depicting gene ontology (GO) terms enriched in the set of common upregulated and downregulated genes in old wildtype and young mutant telencephali (young wildtype were used as a reference).

**Figure 6:**
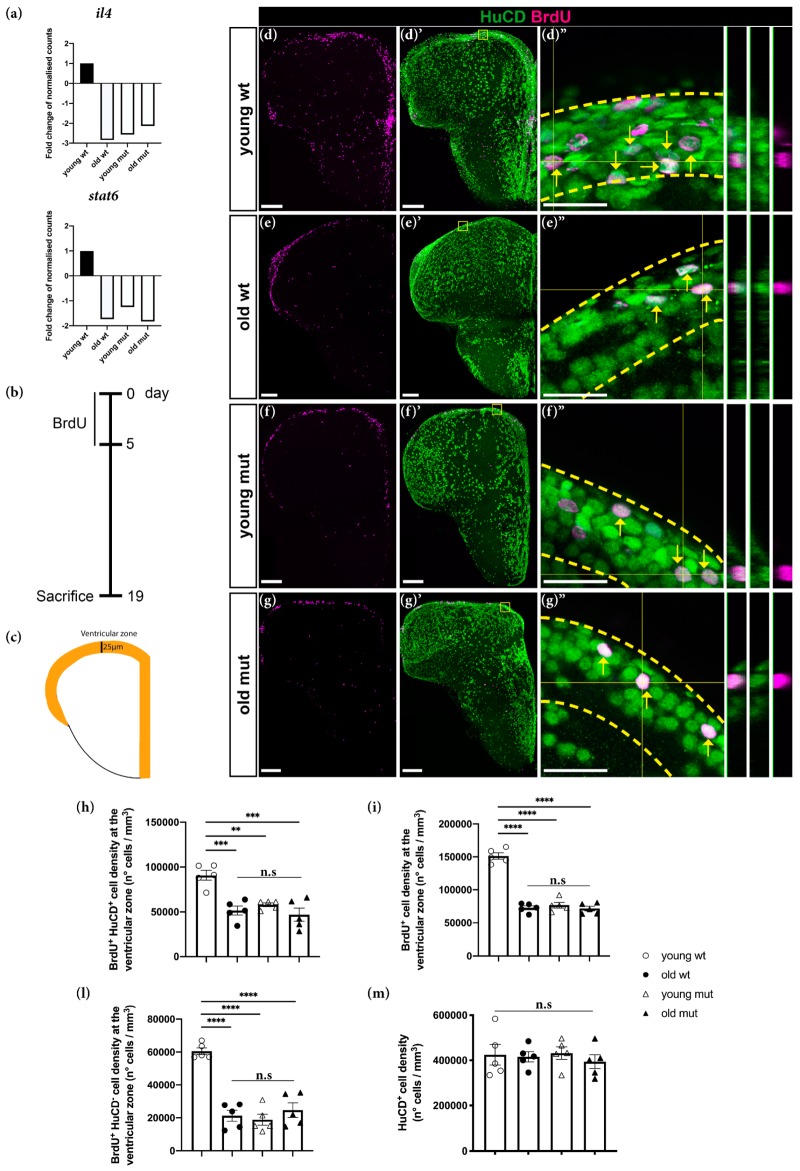
Grna and Grnb deficiency mimics the phenotype of the decrease in neurogenesis observed during aging in the adult zebrafish telencephalon. (**a**) Histograms depicting relative expression (normalised to that in young wildtype animals) of *il4* and *stat6*. (**b**) Experimental scheme to assess neurogenesis. (**c**) Schematic of a typical section from the adult zebrafish telencephalon. Orange area: ventricular area analysed in the experiment. (**d**–**g″**) Micrographs depicting newly generated neurons (arrow). (**d″**–**g″**) Magnifications with orthogonal projections of boxed areas in (**d′**–**g′**), respectively. Scale bars: 100 µm (**d**–**g′**) and 20 µm (**d″**–**g″**). (**h**–**l**) Histograms depicting the density of newly generated neurons (**h**), BrdU^+^ cells (**i**), and density of non-neuronal BrdU-label retaining cells (**l**) in the ventricular zone of the adult zebrafish telencephalon. (**m**) Histogram depicting the density of total HuCD^+^ neurons. n.s, not significant, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, each data point represents a distinct biological replicate (five telencephali per group were analysed).

**Figure 7:**
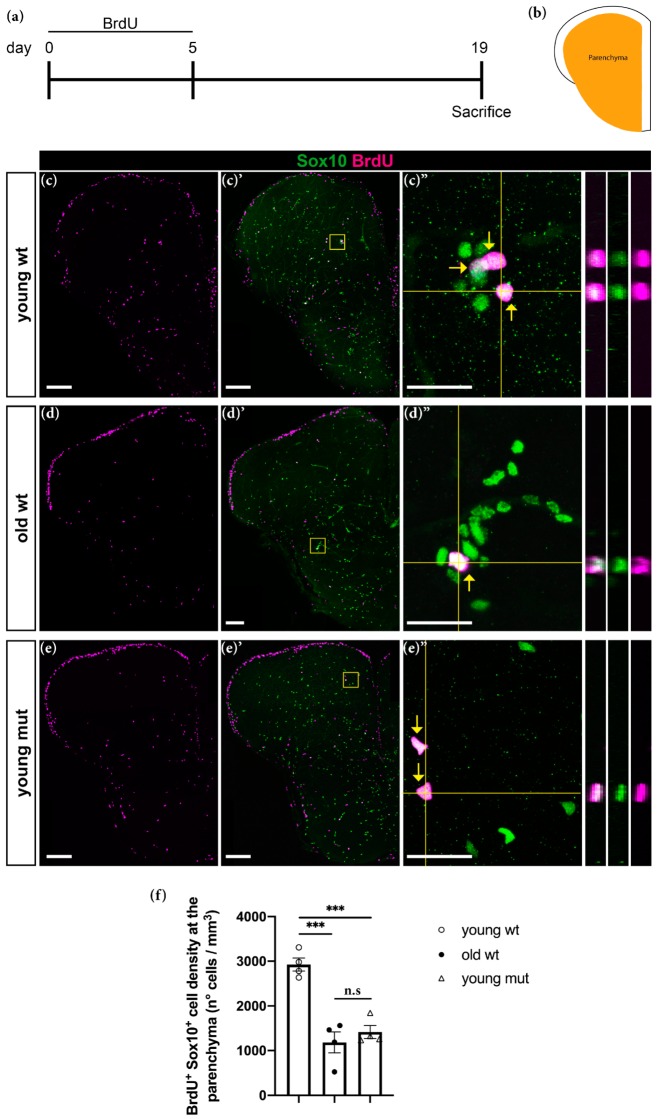
Grna; Grnb deficiency mimics the phenotype of the decrease in oligodendrogenesis observed during aging in the adult zebrafish telencephalon. (**a**) Experimental scheme. (**b**) Schematic of a typical section from the adult zebrafish telencephalon. Orange area: parenchymal area analysed in the experiment. (**c**–**e″**) Micrographs depicting BrdU positive oligodendroglial cells stained with Sox10 (green). (**c″**–**e″**) Magnifications with orthogonal projections of boxed areas in (**c′**–**e′**), respectively. Yellow arrows depict cells positive for Sox10 and BrdU. Scale bars: 100 µm in (**c**–**e′**) and 20 µm in (**c″**–**e″**). (**f**) Histogram depicting the density of BrdU^+^ Sox10^+^ cells in the parenchyma. n.s, not significant, *** *p* ≤ 0.001, each data point represents a distinct biological replicate (four telencephali per group were analysed).

**Figure 8:**
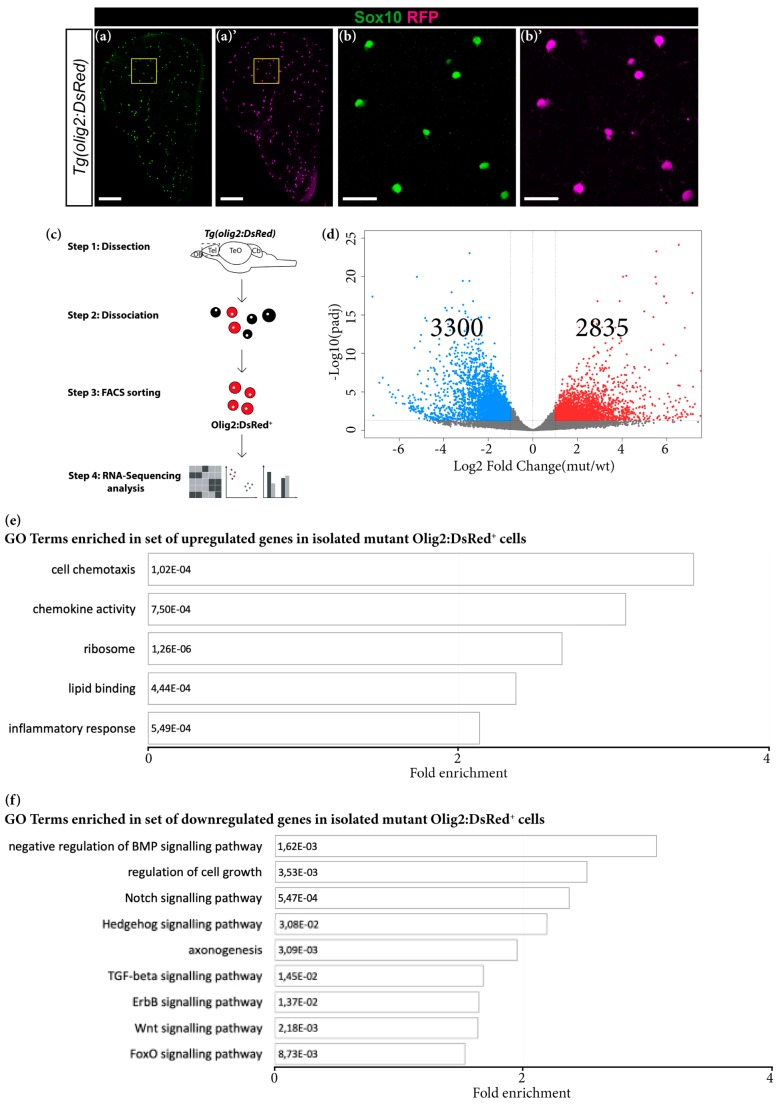
Transcriptomic changes in FACS-isolated mutant oligodendroglial cells. (**a**–**b′**) Micrographs showing perfect co-localisation of DsRed in the *Tg* (*olig2:DsRed*) line with the oligodendrocyte lineage marker Sox10. (**b**,**b′**) Magnifications of the boxed areas in (**a**) and (**a′**), respectively. Scale bars: 100 µm in (**a**,**a′**) and 20 µm in (**b**,**b′**). (**c**) Scheme depicting isolation procedure of Olig2^+^ cells for transcriptome analysis. (**d**) Volcano plot of differentially regulated genes in mutant Olig2^+^ cells (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). (**e**,**f**) Histograms depicting gene ontology (GO) terms enriched in the set of upregulated (**e**) and downregulated (**f**) genes in mutant Olig2^+^ cells.

**Figure 9:**
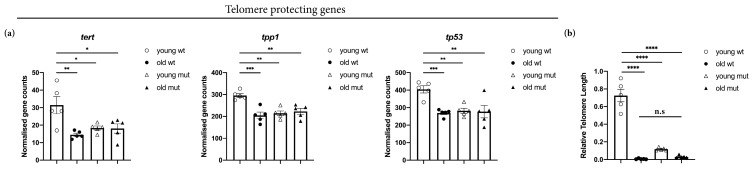
Grna and Grnb deficiency causes downregulation of telomere-protective genes and telomere shortening in the telencephalon in young zebrafish, as observed in old animals. (**a**) Histogram depicting normalised gene counts of *tert*, *tp53*, and *tpp1*. (**b**) Histogram depicting relative telomere length in the young wildtype, old wildtype, young mutant, and old mutant zebrafish telencephalon. *n.s* not significant, * *padj* ≤ 0.05, ** *padj* ≤ 0.01, *** *padj* ≤ 0.001, **** *padj* ≤ 0.0001, each data point represents a distinct biological replicate (five telencephali per group were analysed).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2073-4409/9/2/350/s1, Figure S1: FACS plots illustrating sorting gates for FACS isolation. (a) Gates are defined with the wildtype AB/EK strain to sort mCherry^+^ cells from the *Tg (mpeg1:mCherry*) line. (b) Gates are defined with the wildtype AB/EK strain to sort DsRed^+^ cells from the *Tg (olig2:DsRed*) line. Abbreviations: FSC-A: forward scatter-area; SSC-A: side scatter- area; FSC-W: forward scatter-width, Figure S2: Gene enrichment in FACS isolated Mpeg1^+^ and Olig2^+^ cells. (a,b) Histograms depicting normalised gene counts for typical microglial, neuronal and oligodendroglial genes detected in Mpeg1^+^ (a) and Olig2^+^ (b) cells. (c) Histogram depicting normalised gene counts for *grna* and *grnb* in Mpeg1^+^ and Olig2^+^ cells. Each data point represents a distinct biological replicate, Figure S3: Grna;Grnb deficiency causes numerous transcriptional in microglial cells. (a) Heat maps depicting rlog-transformed values of DEGs in mutant Mpeg1^+^ cells associated with main GO terms analysed. (b,c) Histograms showing normalised gene counts for pro-inflammatory (b) and anti-inflammatory (c) cytokines. ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001, each data point represents a distinct biological replicate, Figure S4: Heat maps depicting rlog-transformed values of common DEGs in mutant Mpeg1^+^ cells and aging human microglia associated with main GO terms analysed, Figure S5: A high proportion of transcriptional changes observed in old wildtype telencephali is mimicked by Grna and Grnb deficiency. (a) Heat maps depicting rlog-transformed values of common DEGs in whole telencephalon in young mutant and old wildtype animals associated with main GO terms analysed. (b) Histograms depicting normalised gene counts for lysosomal genes in the entire telencephalon in young wildtype, old wildtype, young mutant and old mutant animals, Figure S6: Heat maps depicting rlog-transformed values of DEGs in mutant Olig2^+^ cells associated with main GO terms analysed, Table S1: List of DEGs in mutant Mpeg1:mCherry^+^ and mutant Olig2:DsRed^+^ cells. The following filtering was applied (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1). Comparison with upregulated genes enriched in major categories from Lui et al., 2016. Genes that are upregulated in our analysis and in the dataset from Lui et al., 2016 are highlighted in green, Table S2: List of DEGs in old wildtype vs young wildtype telencephali; in young mutant vs young wildtype telencephali; in old wildtype vs young mutant telencephali; in old mutant vs young mutant telencephali. The following filtering was applied (*padj* ≤ 0.05; 1 ≤ log2FC ≤ −1).

## Abbreviations

NF-kB	Nuclear factor kappa B
wt	Wildtype
mut	Mutant
*grna*	Granulin a
*grnb*	Granulin b
*mpeg1*	Macrophage expressed 1
MAPK	Mitogen-activated protein kinase
JAK/STAT	Janus kinase/signal transducer and activator of transcription
PPAR	Peroxisome proliferator-activated receptor
*il1b*	Interleukin 1 beta
*il6*	Interleukin 6
*tnfa*	Tumor necrosis factor alpha
*il12bβ*	Interleukin 12b beta
*Cxcl8a*	Chemokine (C-X-C motif) ligand 8a
*tgfb3*	Transforming growth factor beta 3
*igf1*	Insulin-like growth factor 1
*il10*	Interleukin 10
*il4*	Interleukin 4
*stat6*	Signal transducer and activator of transcription 6
VZ	Ventricular zone
SVZ	Subventricular zone
*sox10*	SRY-box transcription Factor 10
*olig2*	Oligodendrocyte lineage transcription factor 2
BMP	Bone morphogenetic protein
TGF-b	Transforming growth factor-beta
ErbB	EGFR family signalling pathway
*tert*	Telomerase reverse transcriptase
*tp53*	Tumor protein p53
*tpp1*	Tripeptidyl peptidase 1

# Supplementary material for: Granulins Regulate Aging Kinetics in the Adult Zebrafish Telencephalon
**Source:** Cells. 2020 Feb 3;9(2):350. doi: 10.3390/cells9020350

Notch signalling pathway

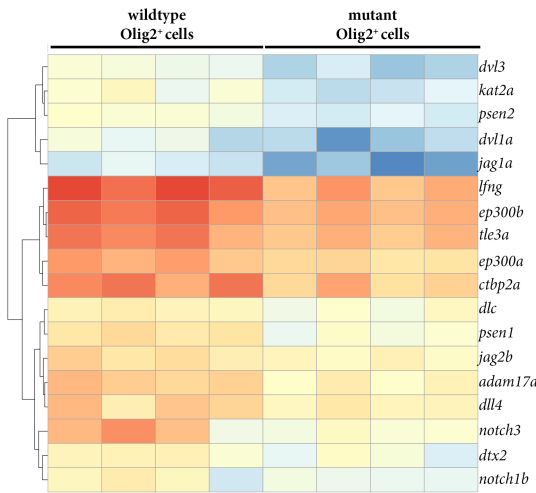

Hedgehog signalling pathway

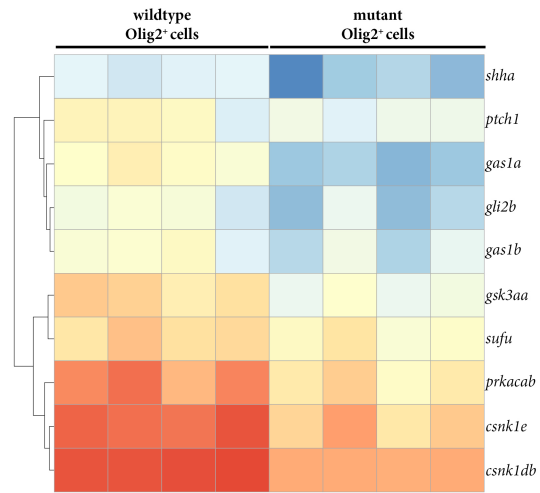

ErbB signalling pathway

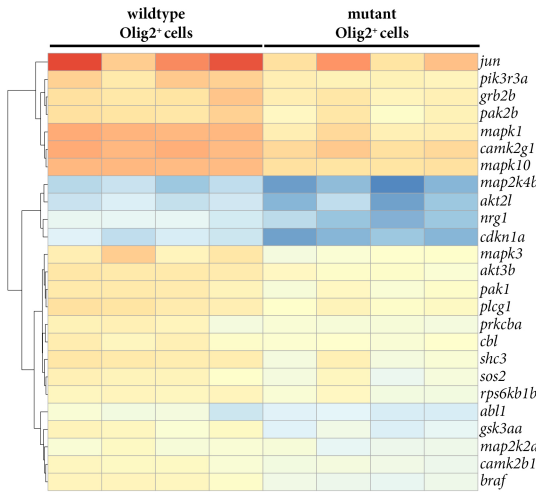

Negative regulation of BMP signalling pathway

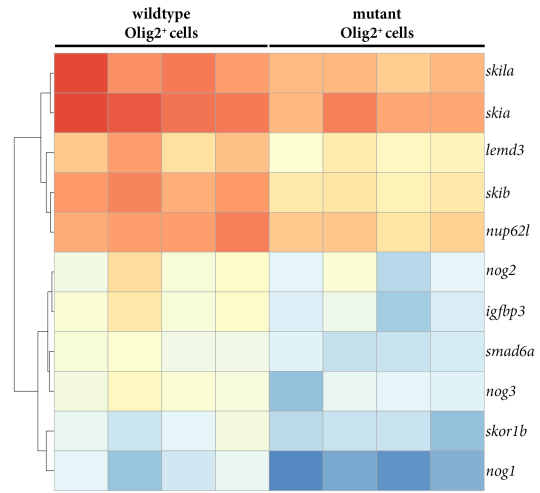

TGF-beta signalling pathway

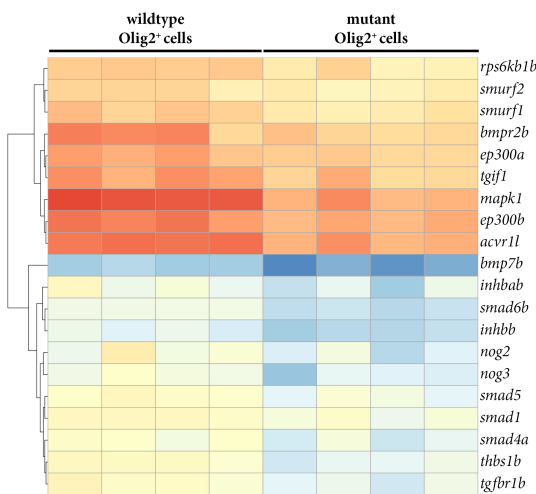

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

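RNA sequencing of 35 libraries was used: 20 of whole telencephalon (5 each of young wildtype, old wildtype, young mutant and old mutant), 7 of Mpeg1+ cells (3 labelled wildtype, 4 labelled mutant) and 8 of Olig2+ cells (4 and 4). The authors aligned the reads with STAR to GRCz10 and counted them per gene. The deposited signal values are the gene counts that the authors divided by DESeq2 size factors, with 1 table per cell population. No values were compared across these tables, because each was scaled on its own.

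In every library the values were multiples of a single unit, so whole reads were recovered for 100% of them (within 1e-06 of each read count), and depth was taken as their sum. Gene identifiers were Ensembl identifiers; symbols came from the study's own tables and from a table of gene names. In the telencephalon table 1844 identifiers kept no symbol, in the Olig2+ table 2126 and in the Mpeg1+ table 1789. Symbols in capitals follow the source.

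Genes with a mean value of at least 5 were tested on the log2 scale after adding 1. All adjusted p-values of genes come from limma's moderated test (limma 3.58.1 in R 4.3.3, with trend and robust settings) with Benjamini-Hochberg adjustment over the genes of a comparison. Genes were called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The 4 telencephalon groups were fitted in 1 model, giving old wildtype against young wildtype, young mutant against young wildtype, old wildtype against young mutant, old mutant against young mutant, old mutant against old wildtype, and the difference of the age effects between genotypes. With mutants against wildtype in each sorted population this made 8 comparisons. For genes the study names, a two-sided exact permutation test of the group means was added; its smallest possible p is 0.0286 with 3 and 4 or 4 and 4 libraries and 0.00794 with 5 and 5.

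A set of 42 gene lists, 14 of them cell-type markers, was fixed before the data were examined. The top rows of the study's tables of called genes had been seen by then. Several lists cover pathways that the paper reports as changed. For each list the called members were counted, once over all genes and once with adjustment over the list alone. The rotation test (limma's fry) and a competitive test (limma's camera, with an estimated correlation between genes) were adjusted by the Benjamini-Hochberg method over the lists of a comparison. Genes named in the text are those the study names, the 10 largest called changes in each direction with a mean of at least 50 in 1 group, up to 4 members of each list with the smallest p, and the 3 most abundant markers of other cell types.

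Alternatives were pseudocounts of 0.25 and 4, no filter and a filter at 50, rescaling to equal totals, quantile normalisation, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, array weights, no fold threshold, replicate number as a block, fits of only the 2 groups compared, and leaving out each library in turn. For genes shared by comparisons the young wildtype libraries were split 20 ways, and 100 data sets without changed genes were simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for tables and figures.

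The calling procedure was tested on simulated data with 200 changed genes per comparison. At 2-fold changes it called 7 of 67 in the Mpeg1+ design, 4 of 67 in the Olig2+ design and 25 of 67 between old and young wildtype telencephalon. At 4-fold changes it called 32, 41 and 66 of 67, and at 8-fold changes 48, 58 and 66 of 66. Unchanged genes were called 1, 5 and 3 times. Most 2-fold changes in sorted cells are therefore missed.

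The paper describes grna and grnb wildtype and mutant animals as siblings and the libraries as processed together. It lists the reporter lines used for the sorted cells separately, without calling them siblings. Which samples share parents, tanks or dissection days was not given in the sources used here, so p-values measure spread between samples only. Ages were taken as young and old. Results for some genes are not reported here. The gene tables of the study's supplement that were held only in part were not analysed here, nor were the human dataset, imaging and cell counts.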

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

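Of the tests in these paragraphs, the thinning of Olig2+ reads to equal depth, the averaging of alike Mpeg1+ libraries and the count of all-or-none genes were among those chosen after results had been seen. Single libraries stood apart from their group in 19 of 230 groups tested, where chance gives 11.5, about 1 in 20.

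Genes lower in Mpeg1+ cells labelled mutant include many made by leptomeningeal fibroblasts. The median log2 fold change of these markers was -3.86, and epd, at 404990 in libraries labelled wildtype, was at 2229 in those labelled mutant, which is consistent with fibroblasts sorted along in the libraries labelled wildtype, although the paper gated out aggregated cells and set the fluorescence gate with animals lacking the reporter. Microglial markers had a median of 0.28, so microglial content did not move alike. Of 35 ways to divide the 7 libraries, 1, the real one, called as many as 1798 genes and the highest other called 0, but libraries 1 and 2 labelled mutant, and 3 and 4, are so alike that divisions parting them call fewer genes; with each pair averaged 9 were higher and 9 lower, so chance is not excluded. Which lower genes changed within microglia stays open.

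Genes lower in mutant Olig2+ cells were seen in libraries with fewer reads than wildtype. With all libraries thinned to the shallowest, 2485 genes were still lower, which argues against read depth as the explanation. At equal depth a median of 21757 genes had a read in mutants and 22513.5 in wildtype, but 16583 and 16412 had 10 reads. Mutants gave more reads to mitochondrial and ribosomal genes, so lower RNA quality or complexity in mutant libraries may contribute and cannot be told from regulation. Against lower quality, the paper used only RNA that reached a minimum integrity score. A check of fold change against gene length, planned in advance, was not made. Of 35 divisions 1 called as many as 4377 genes, and the highest other called 1. Loss of expression in the same cells stays untested.

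Genes shared by old wildtype and young mutant telencephali exceeded independent lists in every split of the young wildtype controls, with a lowest ratio of 6.98, which argues against the controls used in both comparisons. A difference confined to the young wildtype group could give the same sharing: the shared genes had a median log2 fold change of -0.030 in the direction of aging between old and young mutants, and of the genes that differ all-or-none from young wildtype, 123 in old wildtype and 106 in young mutants, 38 are common to both, against 65 between old wildtype and young mutants, which such a difference would not give, and 2 and 8 in the comparisons with the mixed old mutants. The wider set of aging genes was not used to decide, because it contains the shared genes and rests on the same single young wildtype group. Of 40 clock genes 11 (27.5%) were called in each comparison but only 3 alike in both, so time of day at dissection is neither shown nor excluded.

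Of 100 divisions each, 1 (the real one) called as many genes with age (2160, highest other 663) and in young mutants (1747, highest other 104). The divisions of old wildtype and young mutants gave 1 of 100 (1558, highest other 549), those of old and young mutants 1 of 100 (263, highest other 147), and those of old mutants and old wildtype 3 of 100 (559, highest other 660), which is below the 0.05 set in advance for the last as well, although other divisions there called as many genes or more. Age effects differed between wildtype and mutants for 1200 genes. Old mutants and old wildtype, a comparison the paper does not count, differed in 559 genes. Pineal genes had a median of 100 or more in 7 telencephalon libraries.

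Among telencephalon libraries, old wildtype 1 had acd at 181 (others 117.6 to 134.7), igf1 at 9.16 (118 to 149) and tgfb3 at 227 (137 to 159). Old wildtype 5 had grna at 2153 (668 to 844). Young wildtype 1 had igf1 at 52.2 (14.1 to 24.3) and il12bb at 79.0 (57.6 to 62.1). Young wildtype 4 had il1b at 15.2 (at most 5.6 in the others), and young wildtype 3 had il4 at 26.1 (13.4 to 15.8). Young mutant 4 had stat6 at 52.2 (77.4 to 83.8).

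Among Olig2+ libraries, mutant 3 had il10 at 46.5 (others 0 to 7.26), mutant 2 had il4 at 4.01 (55.1 to 65.4), mutant 1 had stat6 at 371 (100.4 to 109), and wildtype 4 had il12bb at 197 (86.6 to 97.6). Mean log2 values of marker lists stood apart for B cell genes in Olig2+ mutant 1 (7.48) and in old mutant 4 (5.66), ependymoglial genes in young wildtype 4 (10.8), microglial genes in old mutant 2 (7.06) and neutrophil genes in young wildtype 3 (4.64).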

How the results depend on the processing

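Few calls turned in direction, and counts moved more. Results called in neither fit counted as unchanged whatever their sign, and 71 list results passed the rotation test in the main fit. Under DESeq2, 324 of 336 list results were unchanged, 9 lost their call, 3 gained one and 0 reversed. Under edgeR these were 320, 4, 12 and 0. For single libraries left out, only the lowest and highest value of each result were counted, so other lost calls can be missed. Of these, 581 of 672 list results and 616 of 680 single-gene results were unchanged. Calls were lost for 57 and 41, gained for 31 and 23, and reversed for 3 and 0. Why the counts moved was not tested, except that a higher filter leaves fewer genes to call. Replicate numbers across groups share only a number: in no 2 groups did every pair of libraries with the same number correlate above 0.1 (Mpeg1+ 0 of 3 pairs, Olig2+ 1 of 4). With the replicate block, Mpeg1+ calls were 169 higher and 80 lower, the overlap with telencephalon 1.80% and 41 list results passed (71 without the block). Averaging Mpeg1+ mutants 1 and 2, and 3 and 4, gave 9 higher, 9 lower and an overlap of 0.0572%. Of 42 list results in Mpeg1+ cells, 9 lost their call with this averaging.

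With a filter at 50, old wildtype had 508 higher and 562 lower genes, young mutants 486 and 360, old wildtype against young mutants 851 called, old against young mutants 157, old mutants against old wildtype 328, the interaction 739, and shared genes were 231 and 151. Without a fold threshold these were 3505 and 3354, 2688 and 2616, 6037, 1229, 2959, 2880, and 1444 and 1166. DESeq2 gave 1990 lower in Mpeg1+, 2783 higher in Olig2+, 411 between mutants and an overlap of 19.02%. DESeq2 without a filter, chosen after seeing the data, gave 1571 and 2031 in Mpeg1+, 2835 higher in Olig2+, 419 between mutants and 18.58%. Array weights gave 1569 higher in Mpeg1+, 3025 and 4360 in Olig2+, 1129 between old mutants and old wildtype, and 38 single-gene calls (24 without weights). Fits of only 2 groups gave 69 between mutants and 254 between old groups. Equal totals gave 876 higher in Olig2+.

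Equal totals shifted the median log2 fold change to -0.16 in Mpeg1+ and -0.27 in Olig2+, edgeR to -0.13 in Mpeg1+, and DESeq2 to -0.18 and 0.19. The percent higher among Mpeg1+ calls went from 58.0 to 40.9 with equal totals and 43.4 under DESeq2, and between old groups from 43.6 to 56.4 under DESeq2 and 54.8 under edgeR. Settings added after seeing the data: without the 7 pineal libraries young mutants had 622 and 380, mutants 93 and shared lower genes 201; old mutants 3 to 5 only gave 175 and, against old wildtype, 1415; old mutants 1 and 2 only gave 1533. Leaving out the pineal libraries kept only young wildtype 2 and 3 as controls. A pineal score as a covariate left 178 of 182 single-gene and 242 of 252 list results unchanged. Splitting the controls gave medians of 326.5 and 227.5 shared genes.

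Leaving out 1 library gave 383 (mutant 3) to 2080 (wildtype 2) higher and 283 to 1918 lower in Mpeg1+, and 620 (wildtype 1) to 2143 (mutant 2) and 1515 to 3754 in Olig2+. It gave 145 to 468 between mutants, 365 to 793 between old groups, and an overlap of 4.24% to 20.49%.

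Medians reversed for ErbB genes with age (-0.050, equal totals), clock genes between mutants (-0.17) and between old groups (-0.11) with old mutants 1 and 2 only, neurons between mutants (0.13, old mutants 1 and 2 only) and BMP antagonists in old wildtype against young mutants (0.012, no filter). They also reversed for endothelial genes between old groups (-0.21, old mutants 3 to 5 only) and in Olig2+ (0.0031, filter at 50), and without Mpeg1+ wildtype 2 for anti-inflammatory (-0.55; highest 0.82), endothelial (-0.68; highest 1.26) and neurogenesis genes (0.37; lowest -0.56).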

Differences from the paper's values

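The paper counts 1567 higher and 2018 lower genes in mutant Mpeg1+ cells; the values here are 1042 and 756. A count was taken as different when it was more than 1.5-fold from the paper's. By that rule the higher count does not differ under DESeq2 (1525) and array weights (1569), and narrowly under quantile normalisation (1147), a pseudocount of 4 (1065) and no filter (1045), all set before the data were examined. Without a fold threshold, which is not the paper's rule, it was 1132. It also does not differ without Mpeg1+ wildtype 1 (1395), 2 (2080) or 3 (1087), and it differs under the other alternatives set in advance. The lower count does not differ under DESeq2 (1990) or without Mpeg1+ wildtype 2 (1918), and differs under the others set in advance. For Olig2+ cells the paper counts 2835 higher genes and 1557 were found; quantile normalisation, DESeq2, array weights and leaving out mutant 2 (2143) do not differ. Between old and young mutants the paper counts 178 higher genes and 61 were found, and only DESeq2 does not differ. DESeq2 without a filter, chosen after seeing these values, gives 1571 and 2031 in Mpeg1+, 2835 and 3300 in Olig2+, 1207 and 1357 with age, 1142 and 941 in young mutants and 178 and 241 between mutants; apart from Mpeg1+ these are the paper's counts. Under that setting the overlap is 18.58%, where the paper states 10.9% and the test used here 10.9%.

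The paper states 20 M reads per sample; Olig2+ wildtype libraries had a median of 46.3 M reads assigned to genes.

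The paper reports il6 higher in mutant Mpeg1+ cells; it was not called here (adjusted p = 0.0791), but was under quantile normalisation, DESeq2 and array weights. It reports stat6 lower in young mutants, where the log2 fold change was -0.33 (adjusted p = 0.264). It reports tert and tpp1 lower in old wildtype and mutants; tpp1 passed the adjusted p but not the fold threshold in old wildtype and young mutants, and tert in old wildtype passed both under a pseudocount of 0.25, equal totals, edgeR, DESeq2 and array weights. In contrast to the loss of grnb transcripts in mutant telencephalon, grnb in Mpeg1+ cells was 575 in libraries labelled mutant and 193 in those labelled wildtype.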

Other observations

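Several cholesterol synthesis genes differed between old wildtype and each mutant group. Against old wildtype, old mutants had 9 of 21 genes lower and 0 higher (median log2 fold change -1.15), among them hmgcs1 (-1.90), dhcr7 (-1.94) and msmo1 (-1.71), enzymes of sterol production. The list had an adjusted p of 0.0464 in the rotation test and 0.788 with an estimated correlation, and it no longer passed without old mutant 3, 4 or 5 or old wildtype 2, 3, 4 or 5 (0.0590 to 0.129). Red cell genes were lower for 3 of 12 in the same comparison (-0.72), and clock genes higher for 3 of 40.

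Of the interferon genes, 0 of 28 were called between old mutants and old wildtype (median 0.07; adjusted p = 0.894 in the rotation test). Muscle genes were lower for 4 of 18 between old and young mutants, and ciliated ependyma genes had medians of -0.42 with age and -0.40 in mutants with age. In Mpeg1+ cells B cell genes were higher for 2 of 10 and muscle genes for 2 of 14, while neurons were called for 0 of 28.

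The few genes called between old and young mutants were also examined with a test chosen after the result was seen. At 65 all-or-none genes the lowest percent at which an old mutant library takes the old wildtype state was 4.62%, and libraries 1 and 2 took it at 81.5% and 83.1%, which is consistent with old mutant libraries from different families or batches. Of the 45 placed genes 17.8% had another within reach on the same chromosome, where random lists gave a median of 0 and at most 17.8%. With old mutant libraries 3 to 5 only, 111 of the 263 genes called between mutants were kept, and with 1 and 2 only, 189. The paper describes wildtype and mutant animals as siblings and the libraries as processed together, which speaks against it; the parents of each library were not given in the sources used here, and the explanation stays open.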
